# *FcER1*: A Novel Molecule Implicated in the Progression of Human Diabetic Kidney Disease

**DOI:** 10.3389/fimmu.2021.769972

**Published:** 2021-12-01

**Authors:** Swastika Sur, Mark Nguyen, Patrick Boada, Tara K. Sigdel, Hans Sollinger, Minnie M. Sarwal

**Keywords:** diabetes, DKD, FcER1, chronic kidney disease, mast cells

## Abstract

Diabetic kidney disease (DKD) is a key microvascular complication of diabetes, with few therapies for targeting renal disease pathogenesis and progression. We performed transcriptional and protein studies on 103 unique blood and kidney tissue samples from patients with and without diabetes to understand the pathophysiology of DKD injury and its progression. The study was based on the use of 3 unique patient cohorts: peripheral blood mononuclear cell (PBMC) transcriptional studies were conducted on 30 patients with DKD with advancing kidney injury; Gene Expression Omnibus (GEO) data was downloaded, containing transcriptional measures from 51 microdissected glomerulous from patients with DKD. Additionally, 12 independent kidney tissue sections from patients with or without DKD were used for validation of target genes in diabetic kidney injury by kidney tissue immunohistochemistry and immunofluorescence. PBMC DKD transcriptional analysis, identified 853 genes (p < 0.05) with increasing expression with progression of albuminuria and kidney injury in patients with diabetes. GEO data was downloaded, normalized, and analyzed for significantly changed genes. Of the 325 significantly up regulated genes in DKD glomerulous (p < 0.05), 28 overlapped in PBMC and diabetic kidney, with perturbed FcER1 signaling as a significantly enriched canonical pathway. *FcER1* was validated to be significantly increased in advanced DKD, where it was also seen to be specifically co-expressed in the kidney biopsy with tissue mast cells. In conclusion, we demonstrate how leveraging public and private human transcriptional datasets can discover and validate innate immunity and inflammation as key mechanistic pathways in DKD progression, and uncover *FcER1* as a putative new DKD target for rational drug design.

## Introduction

Systemic disease diabetes mellitus (DM) is characterized by an inability of the body to either produce or effectively respond to the glucose-regulating hormone, insulin. The International Diabetes Federation 2017 estimates that there are 425 million people (both diagnosed and undiagnosed) with diabetes in the world, which will reach 629 million people by 2045. The kidney is a highly vulnerable tissue in the diabetes milieu as the prevalence of end-stage renal disease (ESRD) is up to 10 times higher in people living with diabetes (1). Diabetic nephropathy or diabetic kidney disease (DKD) is a key microvascular complication of diabetes, classically identified by the presence of proteinuria (microalbuminuria in early stages and macroalbuminuria as DKD advances) in people with diabetes. However, increasing evidence has shown that a significant number of patients with type 2 DM may have decreased glomerular filtration rate (GFR) without significant albuminuria, known as non-albuminuric DKD (2). Progression of DKD is more likely to occur in patients who have long-standing diabetes, poor glycemic control, or associated morbidities such as hypertension or obesity. But the progression rate to kidney failure in people who are non proteinuric but living with diabetes is much lower than those who are proteinuric (3). The lifetime risk of DKD is roughly equivalent to type 1 (insulin-dependent, juvenile-onset) and type 2 (adult-onset) diabetes (4, 5). There are no identified therapies that can specifically target reversal or slow down the progression of DKD injury. Current DKD management involves general measures including, lifestyle modification, blood pressure control, glycemic control, plus the use of lipid-lowering drugs, albuminuria-reducing drugs, and treatment with sodium-glucose co-transporter 2 (SGLT2) inhibitors (6–11). Among people with diabetes, the development of DKD carries a higher mortality risk. A substantial proportion of people with DKD will have progressive loss of kidney function and will develop ESRD (12). Hence, there is a clear unmet need to understand the specific biological basis of kidney injury in diabetes, to understand pathways that contribute to progressive DKD injury, and develop specific DKD-targeted therapies that can reverse or slow down the unrelenting progression of DKD and, improve both the quality and quantity of life for this patient group.

The development and progression of DKD is thought to involve a combination of hemodynamic, metabolic, ischemic, and inflammatory factors (13–16). However, the exact mechanisms of kidney injury in a hyperglycemic milieu, with underlying genetic and racial risk factors that may increase DKD disease risk, remain to be elucidated. The predominant structural changes include mesangial expansion, glomerular basement membrane thickening, podocyte injury, and, ultimately, glomerular sclerosis (17). Albuminuria and progressive chronic kidney disease (CKD) are major clinical manifestations of DKD (18). Although, classic lesions of diabetic nephropathy is similar in both type 1 and type 2 diabetes, however, renal lesions are more heterogeneous in patients with type 2 diabetes with some patients developing more advanced vascular or chronic interstitial lesions than diabetic glomerulopathy (19, 20). The principal biomarkers presently used to predict DKD progressions are albuminuria and estimated glomerular filtration rate (eGFR) (21). However, not all cases of classical DKD are accompanied by increases in albuminuria, which reduces the value of this biomarker, particularly in early DKD (22–24). Optimizing the management of diabetes can reduce the rate of kidney function decline, but with a lack of clarity on DKD pathogenesis, specific DKD therapies have not been developed to date (25).

We hypothesized that innate immunity and inflammation may play an important mechanistic role in DKD progression. Our study is designed to evaluate such perturbations in the kidney tissue and circulating blood of people with diabetes, and then interrogates the expression of specific markers in the biosamples with the increased severity of diabetic kidney damage and dysfunction. The hypothesis stems from the fact that dendritic cells, mast cells, and macrophages have all been reported to infiltrate diabetic kidneys (15, 26). A population study of diabetes revealed a positive correlation between plasma IgE and diabetes or prediabetes (27). Increased levels of eosinophilia positively correlated with worsening stages of CKD and DKD (28), thus providing evidence of dysregulated innate immunity. However, this is not an invariant finding in all people living with diabetes. Histological findings are consistent with apparent observations of mast cells and eosinophils in kidney tissues from DKD.

In this paper, we carefully mapped three independent, non-overlapping cohorts of individuals with or without diabetes, to identify genes that might play a crucial role in the development and progression of DKD. We performed an unbiased discovery analysis of gene expression changes in peripheral blood mononuclear cells (PBMC) collected from individuals with varying stages of DKD in Cohort 1. Analysis of genes in Cohort 1 was focused on evaluating pathways that may play a role in the proinflammatory component of DKD injury, and are also impacted by the advanced stages of kidney injury **(** **Table 1**). With the assumption that infiltration of leukocytes in the diabetic kidney may impact the severity of glomerular disease progression in diabetes, in Cohort 2 we performed unbiased discovery of transcriptional changes in the glomerulus of DKD tissue. We aimed to find enrichment of DKD specific overlapping genes between the two cohorts, which can then be used as a biomarker for DKD. Finally, in Cohort 3, we independently validated the protein expression and localization of the most enriched gene in renal tissue samples from varying stages of DKD, assessing if genes identified from Cohort 1 and 2 could be localized in DKD tissue. **Figure 1** summarizes the overall study design.

**Table 1:** Demographic information for Cohort 1.

Main Clinical Variables	Clinical Phenotypes				
	HC, n = 10	D1, n = 11	D2, n = 7	D3, n = 5	ESRD, n = 7
Age (years ± SD)*	36.6 ± 10.5	58.8 ± 6.4	61.4 ± 9.3	63.4 ± 4.2	57.4 ± 11.6
Sex (F/M)	7/3	7/4	4/3	1/4	4/3
Ethnicity	0/10	0/11	1/6	0/5	1/6
(Hispanic/Non-Hispanic)					
sCr (mg/dL ± SD)*	0.9 ± 0.1	0.9 ± 0.2	1.1 ± 0.3	1.5 ± 0.4	4.7 ± 2.4
eGFR (mL/min/1.73 m^2^ ± SD)*	82 ± 17.0	76.7 ± 19.5	65.3 ± 21.2	53.7 ± 22.1	20.8 ± 10.4
Albuminuria (mg/day ± SD)*	–	12.4 ± 7.2	89.3 ± 76.4	738.2 ± 248.25	–
Duration of Diabetes (years ± SD)	–	12.0 ± 6.7	12.7 ± 8.2	16.6 ± 5.9	15.4 ± 7.9
BMI (kg/m^2^ ± SD)	25.8 ± 6.7	35.0 ± 6.5	39.6 ± 7.8	32.0 ± 2.0	34.7 ± 2.7
SBP (mmHg ± SD)	124.4 ± 26.9	119.8 ± 11.0	120.6 ± 10.8	118.0 ± 21.3	135.3 ± 14.9
DBP (mmHg ± SD)	74.5 ± 14.9	68.6 ± 6.9	61.4 ± 5.9	62.8 ± 7.8	68.2 ± 8.3
HgA1c (nmol/mL/min ± SD)	–	8.7 ± 1.7	7.7 ± 1.3	8.1 ± 1.0	7.8 ± 1.5
Total Cholesterol (mg/dL ± SD)	187 ± 15.0	157.8 ± 30.4	150.1 ± 14.4	160.6 ± 35.0	124.3 ± 19.3
Insulin Therapy	0/10 (0%)	9/11 (82%)	5/7 (74%)	5/5 (100%)	5/7 (74%)
ACEi/ARB Therapy	0/10 (0%)	11/11 (100%)	7/7 (100%)	5/5 (100%)	5/7 (74%)

*p < 0.05. SD, Standard Deviation; HC, Healthy controls; D1, diabetes with normoalbuminuria; D2, diabetes with microalbuminuria; D3, diabetes with macroalbuminuria; sCr, serum creatinine; eGFR, estimated glomerular filtration rate; BMI, body mass index; SBP, systolic blood pressure; DBP, diastolic blood pressure; HgA1c, Hemoglobin A1c; ACEi, angiotensin converting enzyme inhibitor; ARB, angiotensin II receptor blocker.

**Figure 1:**
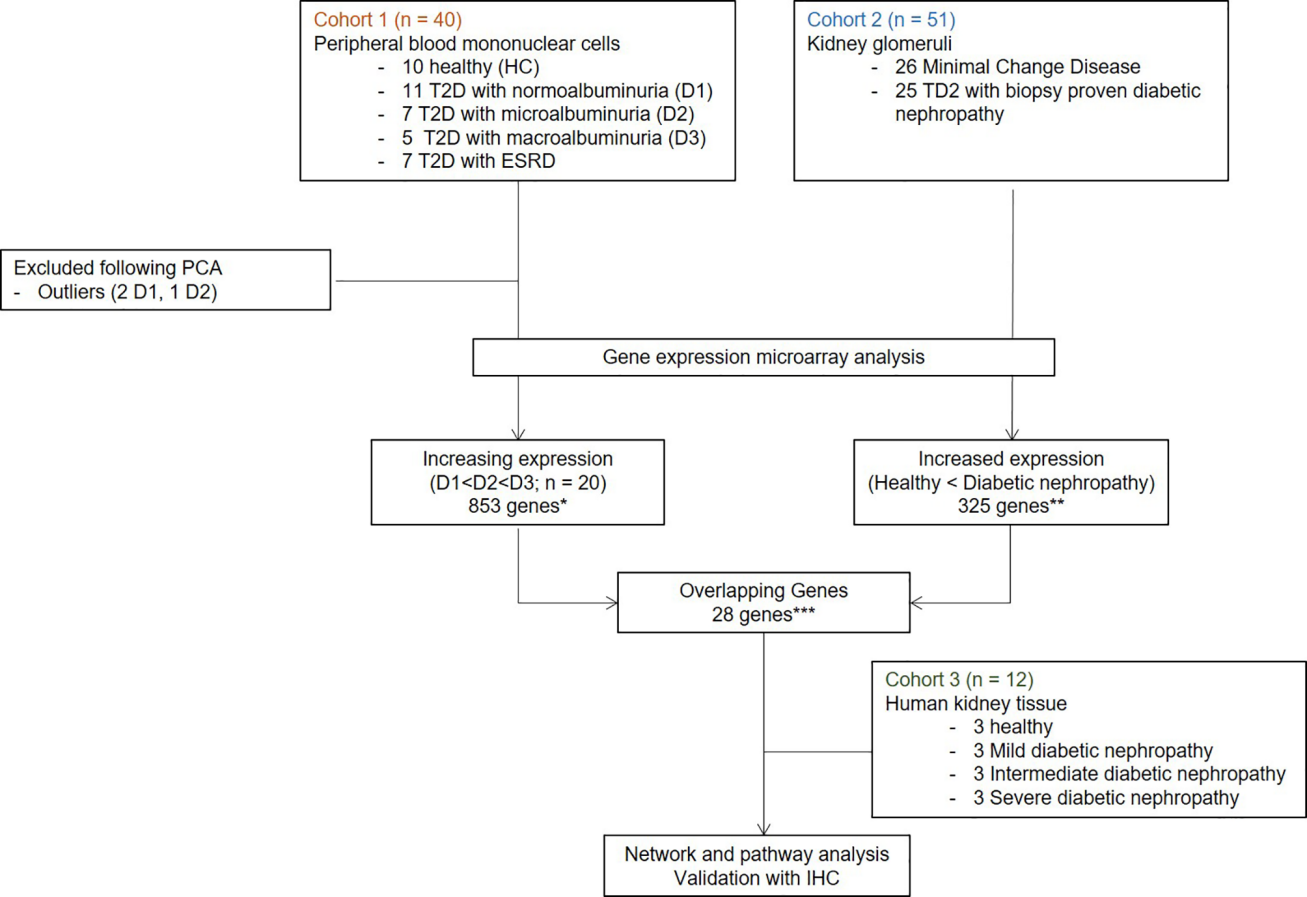
Overall study design and workflow. Transcriptome profiling with gene microarray performed on PBMCs from demographically matched sets of patients at different stages of DKDs (Cohort1) integrated with the publicly available microarray experiments on four microdissected glomeruli of patients with DKD (Cohort 2). Customized bioinformatics allowed for the selection of genes that correlated with DKD severity in both data sets by hypergeometric enrichment. Network and pathway analysis was performed with significant overlapping genes. One target with the most significant expression with DKD severity and the associated cell type was validated in an independent set of DKD samples (Cohort 3). IHC and IF for protein product performed on human kidney tissue. T2D, Type 2 diabetes; HC, healthy control; D1, normoalbuminuria; D2, microalbuminuria; D3, macroalbuminuria; IHC, immunohistochemistry; IF, immunofluorescence.

## Methods

### Study Design and Samples

This project benefits from a unique study design, utilizing analysis of transcriptional data from 103 unique samples, from 2 different tissue sources: PBMC and kidney tissue. In addition to evaluating common gene expression signatures in DKD across both tissue sources, we also designed the study to evaluate the impact of transcriptional changes with the increasing severity of DKD injury. This study is divided into three cohorts, microarray gene expression analysis from PBMCs and kidney glomerulous (publicly available datasets) forms cohort 1 and 2, respectively, which was used for unbiased discovery of genes that correlated with DKD severity. Finally, in cohort 3, we performed *in situ* validation of the target gene expression in the DKD kidney (**Figure 1** **)** *in situ*.

Cohort 1 consisted of transcriptional profiling of PBMC from 30 unique DKD patients with different stages of CKD and 10 normal healthy controls without diabetes or kidney damage (no proteinuria and eGFR > 90 ml/min/1.73m^2^) (29). The 30 patients with diabetes have advancing stages of renal injury, as mapped by proteinuria and eGFR: 11 had eGFR > 90 ml/min/1.73m^2^ and without any microalbuminuria, 7 had eGFR > 90 ml/min/1.73m^2^, with microalbuminuria, 5 patients had eGFR between 60-90 ml/min/1.73m^2^, with macroalbuminuria, and 7 patients had macroalbuminuria and eGFR < 60 ml/min/1.73m^2^. DM patients were on insulin therapy. Demographic and clinical details are provided in **Table 1**. All blood samples were collected between November 2011 and August 2012 from a single academic center (University of Wisconsin). Written informed consent was obtained from all the participants, and the study was approved by the institutional review boards of the University of Wisconsin and the University of California, San Francisco.

Cohort 2 consisted of 51 unique patients where glomerulous had been microdissected and transcriptionally profiled (GSE1009, GSE47183, and GSE30528) from either patients with DKD (n=25) or without DKD controls (minimal change disease; n=26). Diabetic nephropathy is characterized by diffuse or nodular glomerulosclerosis, afferent and efferent hyaline arteriolosclerosis, and tubulointerstitial fibrosis and atrophy (30). In this study, we focused on glomerular genes that may contribute to glomerulosclerosis, which is the typical initial clinical manifestations of DKD. Since the hemodynamic phenotype in early diabetes is characterized by glomerular hyperfiltration which has been associated with progressive diabetic nephropathy, we selected genes enriched with expression in the kidney glomerulus for separations of the initial cohorts, as diabetes is a pathology that primarily results in changes in the kidney filtration unit. These smaller sub-compartment gene set differences allow for a greater understanding of specific changes in the kidney glomerulus in DKD injury, which eventually is associated with progressive diabetic nephropathy.

Cohort 3 consisted of 12 unique kidney tissue samples that includes, 3 patients without diabetes who had normal renal tissue resection at nephrectomy for renal tumor removal and 9 DKD patients with renal biopsies, with varying grades of CKD: 3 with eGFR > 90, 3 with eGFR 60-90 and 3 with eGFR < 60 ml/min/1.73m^2^. Cohort 3 served as the independent validation set for DKD specific renal tissue gene expression, as mined from an overlap of genes from Cohorts 1 and 2.

### PBMC Collection and RNA Extraction

Total RNA extracted from PBMC by the RNeasy mini kit (Qiagen); RNA concentration measured by NanoDrop^®^ ND-1000 (NanoDrop Technologies) and RNA integrity assessed by the Agilent 2100 Bioanalyzer using RNA Nano Chips (Agilent Technologies). RNA was stored in RNase-free water at −80°C until sample preparation for transcriptional analysis- unbiased discovery was done by microarrays (Agilent Technologies), and validation was done for target genes by quantitative reverse transcriptase-polymerase chain reaction (qRT-PCR).

### PBMC Microarray Hybridization

Complementary DNA (cDNA) was prepared by reverse transcribing the total RNA using T7-promoter primer and MMLV reverse transcriptase; 100 ng of total RNA processed by the Agilent LIRAK PLUS, two-color Low RNA input Linear Amplification method. cDNA was transcribed into complementary RNA (cRNA) and fluorescently labeled by incorporation of cyanine Cy5-CTP and Cy3-CTP. After purification, using the RNeasy mini kit (Qiagen), cRNA yield and Cy incorporation efficiency were determined using a NanoDrop Spectrophotometer (NanoDrop Technologies). Equal amounts of the diseased and reference control sample (825 ng) were competitively hybridized onto Agilent Whole Human Genome 4× 44K 60mer oligonucleotide arrays (G4112F, Agilent Technologies). Arrays were scanned on an Agilent scanner and processed by the Agilent Feature Extraction Software. Microarray data was uploaded to Gene Expression Omnibus (GEO) (Accession number GSE142153; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE142153).

### Immunohistochemistry

Histological analysis of target gene expression was performed *via* immunohistochemistry (IHC) in human kidney tissue (Cohort 3). Formalin-fixed paraffin-embedded (FFPE) sections of 5 µm were stained with mouse monoclonal antibodies against our target gene of interest. We purchased the primary FcER1 antibody (sc-390222) and secondary m-IgG Fc BP-HRP (sc-525409) from Santa Cruz Biotech (Dallas, TX) and used at a dilution of 1:100 with appropriate negative controls.

### Immunofluorescence

Immunofluorescence (IF) was performed on FFPE tissue sections. Paraffin blocks were deparaffinized and rehydrated with heat-induced epitope retrieval with citrate buffer (pH 6.0) at and blocked by 5% BSA. Kidney tissue sections were incubated overnight with primary human antibodies. The primary antibodies used was: Mast cell tryptase, CD68, and CD45 (DAKO). The secondary antibody used were: anti-mouse IgG FITC and anti-rabbit IgG Texas red (Vector Laboratories). Sections were mounted in Prolong gold antifade-DAPI aqueous mounting medium (Invitrogen USA) and visualized (20X) using Leica DCF450C bright field/fluorescence microscope. The presence of various antigens was quantified by measuring the intensity of respective immunocomplexes using Definiens Tissue Studio (Definiens, Germany).

### Data Analysis

All data analyses were run by using R version 4.04 and Python 3.8.8 (31, 32). The raw PBMC microarray data were processed using the Limma package in R and normalized within (loess) and between (aquantile) arrays (33). 

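The authors deposited their PBMC arrays in 2 forms. The scanner output gives, for each of 45015 spots and both colors, the mean intensity and the median local background before any dye normalization. The authors' table gives 1 log2 ratio per gene name and array after their normalization. Each ratio is the Cy5-labeled PBMC sample over Cy3-labeled reference RNA pooled from cell lines, and the dyes were not swapped on any array. The log2 ratios used here were computed again from the intensities. Local background was corrected by normexp, which treats each intensity as the sum of a signal and a normally distributed background, with an offset of 50. Loess and Aquantile followed, and Aquantile left the log2 ratios unchanged because it equalizes only the brightness of the arrays. On 12 arrays, 62 spots had an intensity minus local background below -100, and all 62 carried the background outlier flag of the scanner software. These spots drew the estimated background mean of the Cy5 channel below -100 on 7 arrays (2 D1, 1 D2, 2 D3, 1 HC and 1 ESRD) and as low as -1331, against a median of -5.18 over the 40 arrays. A background mean this low adds a large constant to the signals of an array and draws its log2 ratios toward 0. With the normexp parameters fitted without spots that carry the flag, the lowest background mean was -11.2. This alternative was chosen after the data were seen, and its values are given beside the main ones. The correlation of an array with its column in the authors' table, taken across genes, which are not independent replicates, had a lowest value of 0.596 and a median of 0.887. With the alternative the lowest value was 0.866 and the median 0.893, with plain background subtraction they were 0.882 and 0.921, and without background correction 0.860 and 0.888. The paper's text does not name the background correction behind the authors' table.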

The levels of gene expression across different levels of proteinuria (i.e., normoalbuminuria, microalbuminuria, and macroalbuminuria) were measured and ranked by Jonckheere-Terpstra (JT). JT is a rank-based nonparametric method for testing differences between more than two groups. It was used to rank genes with increasing or decreasing expression in different levels of albuminuria (**Figure 2**). The JT test function of the SAGx package in R was implemented for this analysis (34). The Principal Component Analysis (PCA) plot showing unique genes from the microarray analysis performed on PBMCs from patients at different stages of DKDs has three outliers (**Figure 2A**), which are removed to plot the dendrogram of unsupervised clustering for all samples in **Figure 2B**. These 3 samples had poor sample quality with greater missing data which may account for their outlier distribution. 

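Over the 30112 genes measured on all 40 arrays, the first principal component of the log2 ratios held 39.8% of the variance and the second 14.2%. The 3 arrays of D1 to D3 farthest from the median of all arrays on these components were D1 replicate 9, D1 replicate 1 and D3 replicate 1. Their distances were 129, 125 and 124 in units of the component scores, and that of the next array, D2 replicate 4, was 92.8. All 4 are among the 7 arrays with a low normexp background mean. In the alternative normexp fit the first component held 21.1% of the variance and the second 15.9%. The 3 arrays of D1 to D3 with the most missing or outlier-flagged spots were D1 replicate 7 with 578 of 43376 spots, D3 replicate 1 with 326 and D3 replicate 3 with 310. Figure 1 gives the outliers as 2 D1 arrays and 1 D2 array, and the paper's text does not say which. In the authors' table the 3 arrays of D1 to D3 farthest out on the components were D1 replicate 9, D2 replicate 3 and D1 replicate 2, with distances of 99.9, 74.7 and 63.3, close to 62.1 for D2 replicate 4. All 23 arrays of D1 to D3 were kept. Leaving out either of the first 2 sets of 3 was run as an alternative, although neither has the composition given in Figure 1, and leaving out the set from the authors' table was not run.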

Expecting some intra-cohort variability is expected in human phenotyping studies. Despite this, we show that the majority of patients in each cohort, as shown in **Figure 2B**, fall within groupings that are driven in a biologically meaningful manner. Data visualization was done with GraphPad. Significant trends in gene expression with the level of albuminuria were computationally determined. The facet grid plot (**Figure 2D**) was created by using Python 3.8.8. The analysis utilized the Pandas and Seaborn libraries (35, 36). Candidate genes were selected by taking the top ten statistically significant proteins.

**Figure 2:**
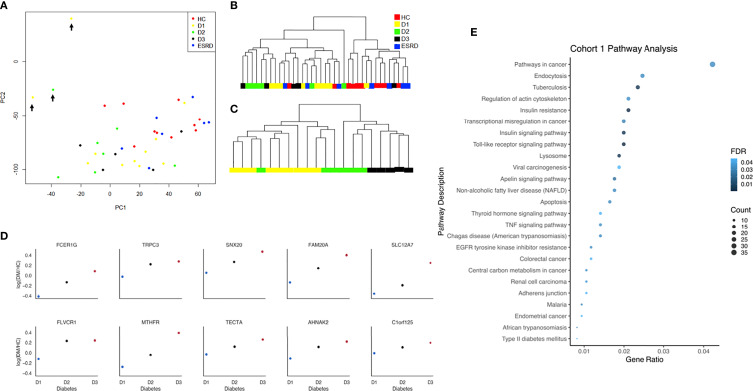
**(A)** Principal component analysis plot with all samples and unique genes from the microarray analysis performed on peripheral blood mononuclear cells (PBMCs) from patients at different stages of DKDs (Cohort 1). Outliers are marked with black arrows. **(B)** Dendrogram of unsupervised clustering for all samples of diabetes (D1, D2, D3), ESRD, and healthy controls without the outliers is based on the significant genes determined by ANOVA (p < 0.05). **(C)** The dendrogram of unsupervised clustering for samples with diabetes only without the outliers is based on the top 100 significant genes, whose expression increased with disease severity as determined by the JT test. **(D)** Facet grid plot of representative genes from cohort 1 with a positive correlation between its expression and degree of albuminuria shown as log fold change compared to control. Candidate genes were selected by taking the top ten statistically significant genes. The analysis demonstrates the higher expression of *FcER1* in more advanced stages of diabetes. **(E)** Dot-plot showing the top pathways in cohort 1. HC, Healthy control; D1, diabetes with normoalbuminuria; D2, diabetes with microalbuminuria; D3, diabetes with macroalbuminuria; ESRD, end stage renal disease.

For analysis of Cohort 2, probe labels across different glomerular microarray platforms in GEO were converted to Entrez Gene identifiers with AILUN, and further analysis was performed by expression genome-wide analysis (eGWAS) (37). A one-tailed t-test was used to calculate P values between cases and controls. P values were converted to Z-scores and meta-analysis was performed based on the weighted Z-method. Expression leading to a Z-score above 5 or below -5 was considered significant. Manhattan plots were generated by using the qqman and qnorm R libraries (**Figure 3A**) (38, 39). Pathway analysis dot plots were constructed by using Pandas and ggplot2 (**Figures 2E**, **3B**) (40). For pathway analysis dot plots the FDR limit was set to <= 0.05. We calculated the likelihood of repeated differential expression of genes across the kidney samples with DKD and compared specific glomerular gene expression from Cohort 2 with completely independent PBMC gene expression data from patients’ with DKD in Cohort 1, to enrich for DKD specific biologically relevant gene expression signatures from different DKD tissue sources (**Table 2** and **Figure 4**). We used Ingenuity Pathway Analysis (IPA) (http://www.ingenuity.com/; QIAGEN, Redwood City, CA, USA) to connect a comprehensive list of genes potentially associated with the development of diabetes. IPA is a bioinformatic tool that connects a list of genes into a set of networks based on the Ingenuity Knowledge Base, which contains information on biomolecules (represented by nodes in the networks) and their relationships (represented by edges and arrows in the networks). In our study, we uploaded the overlapping genes between, cohorts 1 and 2, to IPA and performed the core analysis function to detect the signaling pathways that are potentially associated with diabetes. The resulting pathways, functions, and networks are scored based on the negative base-10 logarithm of the p value from a right-tailed Fisher’s exact test. The p values obtained using this test identify statistically significant enrichment of the focus genes in a given function, pathway, or network (41–43). Imaging in Cohort 3 was analyzed on Definiens Tissue Studio (Definiens, Germany) (**Figure 5**).

**Figure 3:**
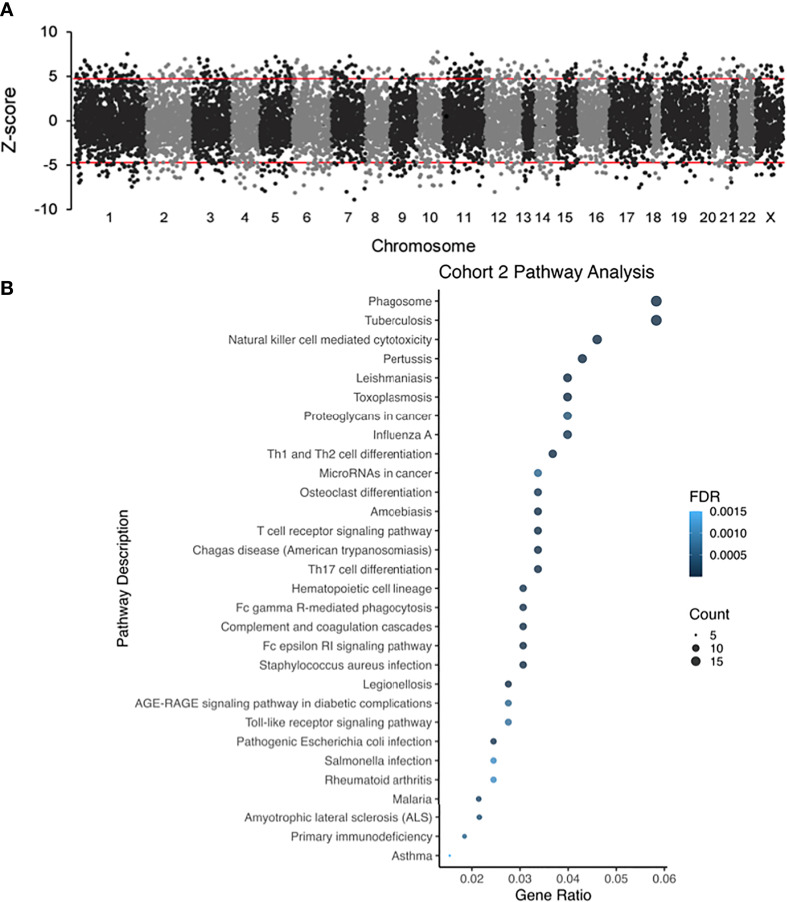
**(A)** Different glomerular microarray platforms in GEO were converted to Entrez Gene identifiers and analyzed by eGWAS (Cohort 2). Using a one-tailed T-test P values between DKD and controls were calculated, which were converted to Z-scores and meta-analysis was performed based on the weighted Z-method. Gene expression leading to a Z-score above 5 or below -5 was considered significantly up or downregulated. **(B)** Dot-plot showing the top pathways in cohort 2.

**Table 2:** List of genes with significantly increase expression in PBMCs and glomeruli.

Gene ID	Gene Description	p Value (eGWAS)	p Value (JT test; D1 < D2 < D3)
*FCER1G*	Fc fragment of IgE, high affinity I, receptor for; gamma polypeptide	3.345E-10	1.000E-04
*AHNAK2*	AHNAK nucleoprotein 2	2.201E-07	1.800E-03
*LCP2*	lymphocyte cytosolic protein 2 (SH2 domain containing leukocyte protein of 76kDa)	1.688E-08	3.500E-03
*ADAP2*	ArfGAP with dual PH domains 2	2.320E-07	6.400E-03
*MRAS*	muscle RAS oncogene homolog	6.823E-09	7.800E-03
*TLR1*	toll-like receptor 1	2.027E-07	1.130E-02
*SH3BGRL3*	SH3 domain binding glutamic acid-rich protein like 3	2.717E-07	1.130E-02
*C15orf39*	chromosome 15 open reading frame 39	2.932E-07	1.620E-02
*RHOC*	ras homolog gene family, member C	8.916E-08	1.930E-02
*DOCK10*	dedicator of cytokinesis 10	2.762E-07	1.930E-02
*TNF*	tumor necrosis factor	3.222E-08	2.280E-02
*PTPRE*	protein tyrosine phosphatase, receptor type, E	6.707E-08	2.280E-02
*STK10*	serine/threonine kinase 10	5.890E-08	3.150E-02
*CCR1*	chemokine (C-C motif) receptor 1	1.147E-07	3.150E-02
*RNF125*	ring finger protein 125	5.835E-10	3.150E-02
*EZH2*	enhancer of zeste homolog 2 (Drosophila)	5.788E-08	3.150E-02
*CPE*	carboxypeptidase E	1.137E-08	3.680E-02
*C9orf167*	chromosome 9 open reading frame 167	3.780E-07	3.680E-02
*PTPRC*	protein tyrosine phosphatase, receptor type, C	7.646E-08	3.680E-02
*TRIB3*	tribbles homolog 3 (Drosophila)	3.237E-07	3.680E-02
*IL10RA*	interleukin 10 receptor, alpha	6.394E-11	3.680E-02
*CENPM*	centromere protein M	2.518E-07	3.680E-02
*RBM5*	RNA binding motif protein 5	6.192E-08	3.680E-02
*C1orf77*	CDNA FLJ37911 fis, clone CTONG1000052	4.105E-07	4.290E-02
*HK3*	hexokinase 3 (white cell)	2.584E-07	4.290E-02
*CST7*	cystatin F (leukocystatin)	5.494E-07	4.960E-02
*PSTPIP2*	proline-serine-threonine phosphatase interacting protein 2	2.253E-07	4.960E-02
*EPB41L2*	erythrocyte membrane protein band 4.1-like 2	5.897E-08	4.960E-02

**Figure 4:**
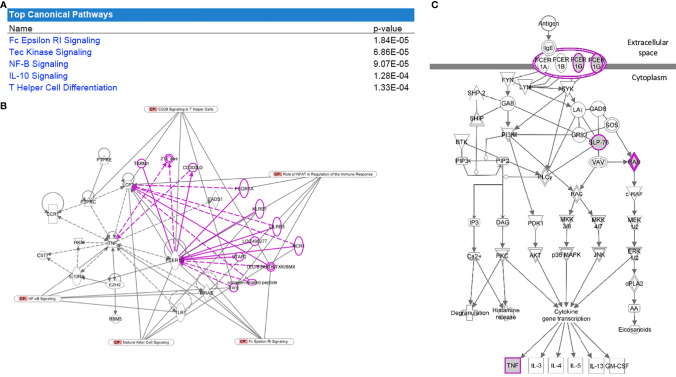
Pathway analysis of the overlapped gene expression that is common in cohorts 1 and 2. **(A)** Table with the top significant canonical pathways in the 28 genes were found to be significant for DKD and overlapping between both datasets. **(B)** FcER1 signaling was identified as the center node of the significantly enriched canonical pathway connecting most of the identified significant genes including *Tec Kinase, NF-B, IL-10*, and T Helper cell differentiation pathways. Nodes outside the gene-set with known interactions are displayed in pink. **(C)** It is the known signaling pathway of FcER1, where the proteins including FcER1, TNF, SLP, and Ras are also present in the common 28 genes list.

**Figure 5:**
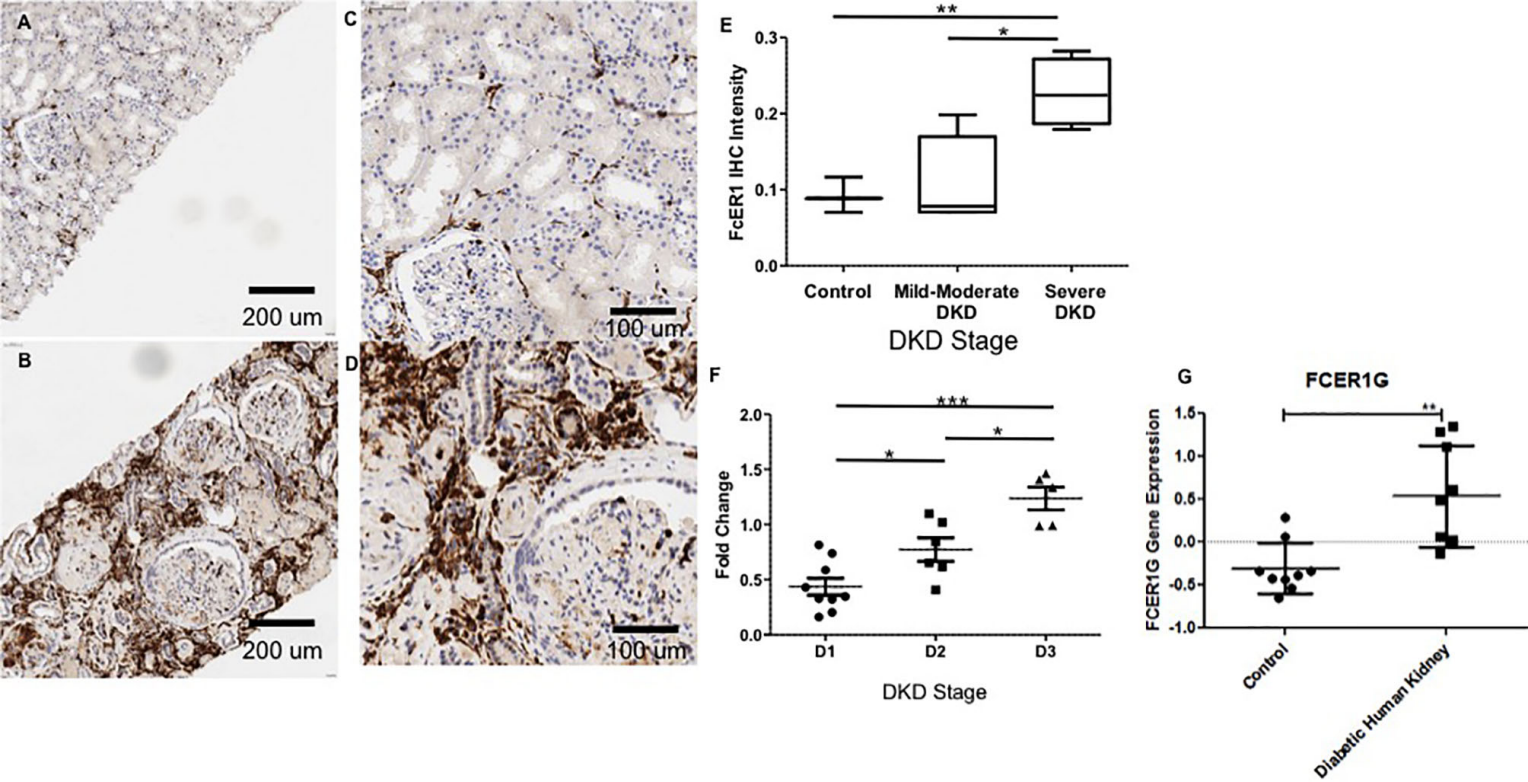
Representative Immunohistochemistry staining for *FcER1* in human kidney tissue. **(A)** Normal kidney at 20x. **(B)** Diabetic kidney at 20x. **(C)** Normal kidney at 40x. **(D)** Diabetic kidney at 40x. **(E)** The intensity of FcER1 staining in human kidney tissue. **(F)** Gene expression of *FcER1* from PBMCs at different stages of diabetic kidney disease. **(G)** Gene expression of *FcER1* in control and diabetic kidney disease; *p < 0.05, **p < 0.01, ***p < 0.001; DKD, diabetic kidney disease; D1, diabetes with normoalbuminuria; D2, diabetes with microalbuminuria; D3, diabetes with macroalbuminuria.

## Results

### Cohort 1: DKD Gene Expression in PBMCs Correlates With Disease Progression and Identifies *FcER1* as the Topmost Gene With the Highest Expression

Transcriptional analysis of PBMC samples from patients with progressive kidney injury and diabetes identified 853 genes that increased expression, and 1355 genes that decreased expression (JT test; p < 0.05), with the progression of albuminuria, and worsening of eGFR in patients with diabetes. 

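PBMC RNA from 40 samples was hybridized on 40 two-color arrays, 1 array per sample. There were 10 arrays of HC, 11 of D1, 7 of D2, 5 of D3 and 7 of ESRD, and the 23 arrays of D1, D2 and D3 entered the trend tests. The paper left out 2 D1 arrays and 1 D2 array (Figure 1). The median Cy5 intensity above local background ranged from 55.4 to 154 per array in HC (median 108), from 62.4 to 211 in D1 (median 125), from 62.0 to 157 in D2 (median 117), from 65.2 to 156 in D3 (median 119) and from 83.2 to 172 in ESRD (median 147). The median share of spots well above background was 65.4% in HC, 64.5% in D1, 64.6% in D2, 65.8% in D3 and 63.1% in ESRD. The arrays lay on 10 slides of 4 arrays each and were scanned on 2 days. Scan day 1 held 4 of 10 HC, 3 of 11 D1, 4 of 7 D2, 4 of 5 D3 and 1 of 7 ESRD arrays, so that stage and scan day were partly confounded. A gene with several probes was read from the brightest one, spots with an outlier flag were left out, and a gene needed at least 3 values per group. The JT test was computed with its exact null distribution, one-sided for an increase or a decrease from D1 over D2 to D3.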

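Of 30811 genes tested, 410 had a one-sided exact JT p under 0.05 for an increase and 596 for a decrease, where 1540.55 in each direction would be expected by chance. After Benjamini-Hochberg adjustment over all genes, 0 genes passed 0.05 in the JT test. Limma's linear trend over the stages gave 278 increasing and 430 decreasing genes at an unadjusted p under 0.05 and likewise 0 after adjustment. With normexp fitted without background outlier spots, the JT test gave 621 increasing and 1208 decreasing genes, which included 195 of the 410 and 418 of the 596. The authors' table gave 912 and 1431, with 113 and 181 of these genes shared. Leaving out the 3 arrays farthest out on the principal components moved the increasing count most, to 1302, with 1063 decreasing. With each array left out in turn, the increasing count lay between 300 (without D1 replicate 4) and 1209 (without D1 replicate 1). The decreasing count lay between 431 (without D1 replicate 10) and 1121 (without D1 replicate 1). Stratified by scan day, which compares only arrays scanned on the same day, the test gave 512 increasing and 530 decreasing genes.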

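Over the 5 groups, limma's F test gave 3492 of 30811 genes with an unadjusted p under 0.05 and 0 with a Benjamini-Hochberg adjusted p under 0.05. The smallest adjusted p in limma was 0.130. With scan day as a covariate, 2971 genes had an unadjusted p under 0.05. The alternative normexp fit gave 5093 such genes, and in the authors' table it was 5516, the largest change under any alternative. None of these gave a gene with an adjusted p under 0.05. Leaving out single arrays gave between 2933 and 4056 genes, and 58 genes passed the adjustment without D1 replicate 2, 13 without D3 replicate 5, 2 without HC replicate 3 and 1 without ESRD replicate 4.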

The clustering of these samples before and after the JT test is shown in **Figures 2A**–**D**. In **Figure 2D**, candidate genes were selected by taking the top ten statistically significant genes. 

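A total of 15566 genes were well above background in the Cy5 channel on all 23 arrays of D1 to D3, and 125 of them had a one-sided exact p under 0.05 for an increase. By the smallest p, the leading 3 were RNF41, RAB35 and ELMO2. The log2 ratio of RNF41 (probe A_23_P98884, chromosome 12 of hg19, 56599563 to 56599622) was 0.27 higher in D3 than in D1, with a one-sided exact p of 0.00181. A further probe of RNF41 gave an exact p of 0.433, and in the authors' table the gene had an exact p of 0.0681. Within scan days the exact p of RNF41 was 0.00103. RAB35 was 0.40 higher (one-sided exact p = 0.00223). Its exact p was 0.0633 within scan days and 0.0115 in the authors' table. Its other probe gave an exact p of 0.0681. ELMO2 was 0.35 higher with a one-sided exact p of 0.00223 as well, and its other probes gave exact p of 0.367 and 0.0681. The exact p of ELMO2 was 0.00814 within scan days and 0.00980 in the authors' table. For a decrease the leading 3 were SYDE1, TRPT1 and TAPT1. SYDE1 changed by -0.14 from D1 to D3 (one-sided exact p = 0.000938), TRPT1 by -0.24 (exact p = 0.00146) and TAPT1 by -0.34 (exact p = 0.00223). The further probe of TAPT1 gave an exact p of 0.139.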

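FCER1G encodes the gamma chain of the high-affinity IgE receptor, which other Fc receptors share. Its single probe (A_23_P160849) lies on chromosome 1 of hg19 from 161188875 to 161188934 and was well above background on all 40 arrays. The mean log2 ratio was 2.45 ± 0.27 (SD, n = 11) in D1, 2.77 ± 0.24 (n = 7) in D2 and 2.80 ± 0.41 (n = 5) in D3, against 2.85 ± 0.23 (n = 10) in HC and 2.71 ± 0.40 (n = 7) in ESRD. Its one-sided exact JT p for an increase over D1, D2 and D3 was 0.00980, and 24 of the 30811 genes had a smaller p. D1 replicates 1 to 11 had log2 ratios of 2.24, 2.18, 2.34, 2.55, 2.80, 2.78, 2.85, 2.38, 2.29, 2.46 and 2.07. D2 replicates 1 to 7 had 2.97, 2.77, 2.80, 2.71, 2.35, 2.67 and 3.11, and D3 replicates 1 to 5 had 2.12, 3.00, 3.11, 3.07 and 2.68. With normexp fitted without background outlier spots the means were 2.60 ± 0.35, 2.85 ± 0.29 and 2.98 ± 0.13, and the one-sided exact p was 0.0158. D1 replicates 1 and 9 then had 3.12 and 3.02, D2 replicate 4 had 3.25 and D3 replicate 1 had 2.90. In the authors' table the exact p was 0.00583 and FCER1G ranked 66. With each array left out in turn, the one-sided exact p lay between 0.000960 (without D3 replicate 1) and 0.0267 (without D3 replicate 3). Stratified by scan day the exact p was 0.0633 (0.0383 with the alternative normexp fit), and stratified by slide it was 0.244 with either fit. Within D1, the 3 arrays of scan day 1 had a mean of 2.81 and the 8 of scan day 2 a mean of 2.31, a difference of 0.50 (two-sided exact permutation p = 0.00606). With the alternative normexp fit this difference was 0.31 (exact permutation p = 0.188). Between the same days HC differed by -0.09 (exact permutation p = 0.552) and D2 by 0.04 (exact permutation p = 0.886). Among the 11 arrays of scan day 1, the mean of D3 minus that of D1 was -0.09 (one-sided exact JT p = 0.532), and 0.12 with the alternative normexp fit (exact p = 0.144). Scan day 2 held 1 D3 array, too few for its own comparison of D3 with D1.

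**Figure D1:**
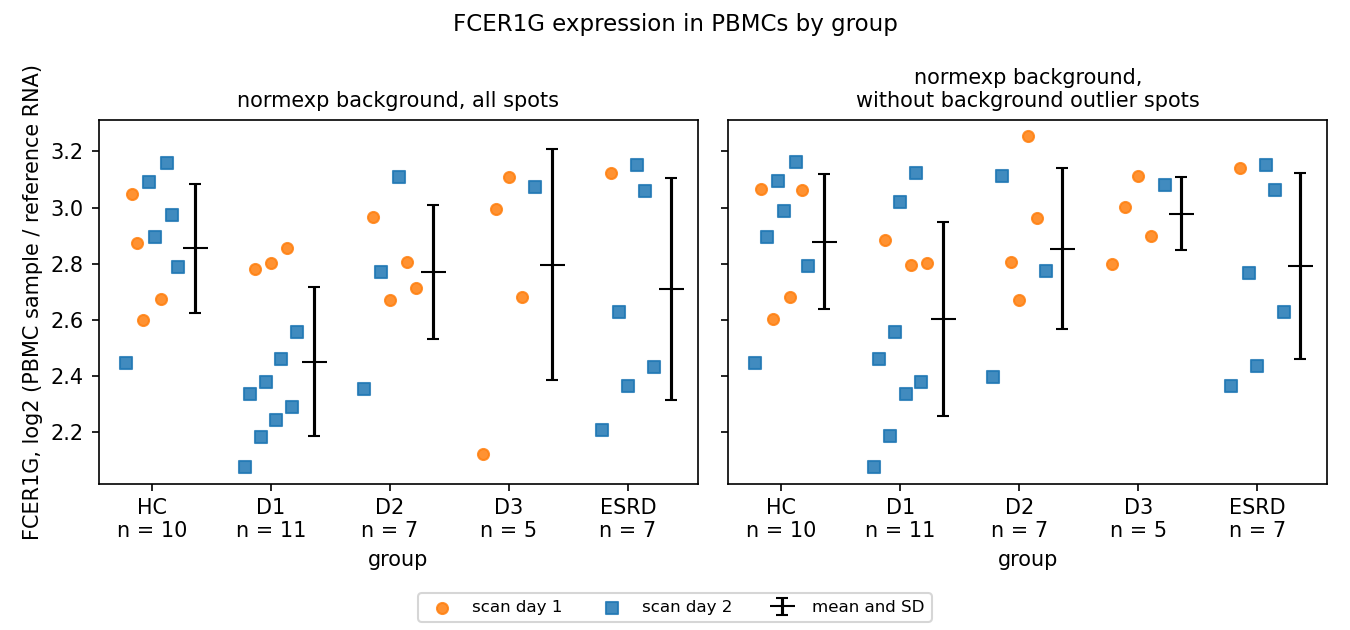
Log2 ratio of FCER1G (PBMC sample over reference RNA) on each array of HC, D1, D2, D3 and ESRD, with normexp fitted on all spots (left) and without background outlier spots (right). Circles are arrays of scan day 1 and squares arrays of scan day 2, and the horizontal marks and bars are the mean and SD of each group. The mean of D1 is the lowest of the 5 groups in both panels, and 1 D3 array lies at 2.12 on the left and 2.90 on the right.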

The analysis demonstrates the higher expression of *FcER1* in more advanced stages of diabetes. 

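The Toll-like receptor pathway was represented by a list of 72 core genes written from general knowledge, of which 68 were measured, in place of the pathway database. The median JT z of the list from D1 to D3 was 0.17, with 39 of the 68 genes above 0. This median was at percentile 76.1 of 10000 random lists matched on mean intensity. In limma's camera, which tests a list against all other genes, the list had an adjusted p of 0.416. The alternative normexp fit gave an adjusted p of 0.00311 in limma's camera. The one-sided exact p was under 0.05 for an increase in 3 of the 68 genes and for a decrease in 1.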

The toll-like receptor signaling pathway is the topmost enriched pathway with all the upregulated genes. *FcER1, ITGAX, SLC12A7* are a few of the top 30 significant genes, whose expression increased with the severity of diabetes (**Supplementary Table 1**). It is interesting to note that the PBMC transcriptome of health and ESRD cluster closer together (**Figures 2A, B**). 

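Among the 30 genes of Supplementary Table 1, 16 had a one-sided exact p under 0.05 for an increase. After adjustment 10 passed 0.05 when adjusted over the list alone, which is not independent evidence because the paper chose the list on these samples, and 0 when adjusted over all genes. The direction of the JT test was an increase for all 30. The authors' table gave 13 genes under 0.05, with an increase as the direction for 24 of the 30, and the test stratified by slide moved the number most, to 4. FCER1G was 1 of the 16, and 6 genes of the list had a smaller p. ZIC1, also among the 16, was well above background on 0 of the 23 arrays. ITGAX (probe A_23_P312132, chromosome 16 of hg19, 31393951 to 31394010) had mean log2 ratios of 2.96 ± 0.45 (SD, n = 11) in D1, 3.19 ± 0.39 (n = 7) in D2 and 3.01 ± 0.74 (n = 5) in D3. Its differences were smaller than the spread between arrays, with a one-sided exact p of 0.153 (0.181 with the alternative normexp fit and 0.0539 in the authors' table). Its other probe was 0.38 higher in D3 than in D1, with an exact p of 0.0681. SLC12A7 (probe A_23_P61688, chromosome 5, 1050523 to 1050582) had means of 0.78 ± 0.57 (n = 11), 0.77 ± 0.55 (n = 7) and 1.32 ± 0.31 (n = 4), with a one-sided exact p of 0.0981. Its other probes gave exact p of 0.266 and 0.0370, and the test stratified by scan day gave an exact p of 0.0336. From the ranking of genes by the JT test over the stages of albuminuria, the paper states that the expression of FcER1, ITGAX and SLC12A7 increased with the severity of diabetes.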

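The distance of an array from HC was taken as the mean of 1 minus its Pearson correlation with each of the 10 HC arrays over 30112 genes. It was 0.0759 ± 0.0407 (SD, n = 7) in ESRD and 0.0938 ± 0.0559 (n = 23) over D1 to D3. The difference of -0.0179 was smaller than the spread between arrays (two-sided exact permutation p = 0.467), with 6 of 7 ESRD arrays below the mean of D1 to D3. By stage the mean distance was 0.0945 in D1, 0.0902 in D2 and 0.0972 in D3. Under the alternative normexp fit the distance was 0.0574 in ESRD and 0.0733 over D1 to D3 (exact permutation p = 0.0742), with 7 of 7 ESRD arrays below. Plain background subtraction gave a difference of -0.0187 (exact permutation p = 0.0447). Without the 3 arrays farthest out on the principal components it was 0.00162 (exact permutation p = 0.905), but these 3 are of D1 to D3 alone and ESRD replicate 6, at a distance of 0.167, was kept, so that this change follows in part from the choice of arrays. On the arrays of scan day 2 alone it was -0.0193 (exact permutation p = 0.527).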

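Lists of core genes written in the same way stood in for 3 further pathways. The insulin list of 82 genes had a median JT z of 0.14 with 50 genes above 0, at percentile 64.3 of the random lists, and an adjusted p of 0.00499 for higher expression in later stages in limma's camera. The TNF list of 73 measured genes had a median z of 0.43 with 51 genes above 0, at percentile 99.8, and an adjusted p of 0.0105 in limma's camera. The type 2 diabetes list of 44 genes had a median z of -0.03, a mean z of 0.05 and an adjusted p of 0.571 in limma's camera, which took its direction as up. Limma's camera presumes a small fixed correlation between the genes of a list. With the correlation estimated from the arrays, limma's unadjusted p stayed under 0.05 for insulin and not for TNF. In limma's fry, which permits any correlation between genes, the smallest adjusted p of the 4 lists was 0.396. With scan day in the design, limma's camera gave an adjusted p of 0.269 for insulin and 0.367 for TNF.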

The dot-plot in **Figure 2E** shows top pathways in cohort 1 that include Toll-like receptor, insulin-related, TNF, and type 2 DM signaling pathways.

### Cohort 2: Publicly Available Datasets Identify FcER1 Signaling as the Most Upregulated Pathway in DKD Glomerular Injury

Datasets in GEO were computationally interpreted eGWAS to identify differential gene expression associated with DKD glomerular injury (**Figure 3A**). We identified 325 significantly upregulated and 248 downregulated genes in DKD glomerulous. The dot-plot in **Figure 3B** shows top pathways in cohort 2 that includes, T-cell receptor, FcGR-mediated, FcER1-mediated, AGE-RAGE, and Toll-like receptor signaling pathways. Pathway enrichment analysis showed that the FcER1 signaling pathway is the most upregulated KEGG pathway and various types of immune responses (e.g.defense, positive regulation, activating signal transduction) are significantly high among all other biological processes. It was interesting to note that biological processes including kidney and nephron development are significantly downregulated.

### Overlapping Genes From Cohorts 1 and 2 That Correlate With DKD Severity Identified FcER1 Signaling as the Common Most Enriched Pathway

We interrogated overlapping increased specific gene expression from the meta-analysis of publicly available transcriptional data (cohort 2) with lab-generated PBMC transcriptional studies in DKD (cohort 1). Twenty-eight genes were found to be significant for DKD and overlapping between both datasets. Pathway analysis of these enriched genes with IPA revealed canonical pathways that are significantly overrepresented in this gene set are presented in **Figure 4A**. 

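In PBMCs, FCER1G had the smallest one-sided exact JT p of the 28 genes of Table 2. An exact p under 0.05 for an increase was found for 5 of the 28, FCER1G, MRAS (0.0158), STK10 (0.0246), TRIB3 (0.0421) and C15orf39 (0.0477). None of the 28 passed 0.05 after Benjamini-Hochberg adjustment of the exact p, 0 adjusted over the list alone and 0 adjusted over all genes. The paper chose this list in part on these samples. The direction of the JT test was an increase for 26 of the 28. The alternative normexp fit gave 7 genes with an exact p under 0.05, and in the authors' table 4, where CENPM had a smaller exact p (0.00486) than FCER1G. Stratified by scan day the number was 0. Leaving out single arrays gave between 3 and 11 genes, the most without D1 replicate 9. TNF (probe A_23_P376488) had mean log2 ratios of 2.48 ± 0.86 (SD, n = 11) in D1, 3.12 ± 1.27 (n = 7) in D2 and 2.92 ± 1.04 (n = 5) in D3, with a one-sided exact p of 0.153 (0.139 on its other probe). TLR1 had 3.48 ± 0.66 (n = 11), 3.65 ± 0.56 (n = 7) and 3.52 ± 0.97 (n = 5), with an exact p of 0.248. CCR1 had 1.36 ± 0.71 (n = 10), 1.24 ± 0.82 (n = 7) and 2.08 ± 0.36 (n = 4), with an exact p of 0.141 (0.715 on its other probe).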

*FcER1G* was found to be the most significantly expressed gene dysregulated in DKD tissue showed increased expression in PBMC with increasing severity of DKD renal injury (**Table 2**). FcER1 signaling was also identified as one of the significantly enriched canonical pathways along with Tec Kinase, NF-B, IL-10, and T Helper cell differentiation pathways. **Figures 4B** shows that *FcER1G* is the center node connecting most of the identified significant genes. **Figure 4C** is the known signaling pathway of FcER1, where the proteins including FcER1, TNF, SLP, and Ras are also present in the common 28 genes list.

### Cohort 3: One Target, FcER1, With the Most Significant Expression With DKD Severity Was Validated in an Independent Set of DKD Samples

IHC was performed to validate the relevance and localization of FcER1 in an independent set of kidney biopsy tissue samples obtained from patients with varying CKD stages of DKD (Cohort 3). FcER1 expression was high in the renal interstitium and some in glomeruli. Significantly increased immunopositivity to FcER1 was noted in samples with DKD (**Figures 5A**–**D**), with significance for a progressive increase in staining intensity of FcER1 with disease severity [mild-moderate DN (p < 0.01) and severe DN (p < 0.001)] when compared to controls (**Figure 5E**). The quantitative changes in *FcER1* tissue gene expression in advancing DKD disease in Cohort 3, were mirrored by a similar trend in quantitation of FcER1 PBMC gene expression in advancing DKD disease, in an entirely different cohort of patients in Cohort 1 (**Figures 5F, G**). 

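In the PBMC arrays the mean log2 ratio of FCER1G was 0.32 higher in D2 than in D1, with 6 of 7 D2 arrays above the D1 mean. The two-sided exact permutation p was 0.0224, and 0.0784 after Benjamini-Hochberg adjustment over the 7 pairwise comparisons. D3 was 0.35 above D1 (exact permutation p = 0.0620, 0.145 after adjustment), with 4 of 5 arrays above the D1 mean, and 0.03 above D2 (exact permutation p = 0.880). D1 differed from HC by -0.40, with 1 of 11 arrays above the HC mean (exact permutation p = 0.00227, 0.0159 after adjustment). D2 differed from HC by -0.09 (exact permutation p = 0.467), D3 by -0.06 (exact permutation p = 0.737) and ESRD by -0.15 (exact permutation p = 0.348). On the alternative normexp fit D1 differed from HC by -0.28 (exact permutation p = 0.0498, 0.174 after adjustment). D2 was then 0.25 above D1 (exact permutation p = 0.128) and D3 was 0.38 above D1 with 5 of 5 arrays above the D1 mean (exact permutation p = 0.0396, 0.174 after adjustment). D3 was 0.10 above HC with that fit (exact permutation p = 0.407). These comparisons do not take scan day into account. Nor do they take into account age, BMI and medication, in which HC differed from the patients (Table 1). On scan day 1 the means were 2.81 in D1, 2.79 in D2 and 2.80 in HC, and on scan day 2 they were 2.31, 2.74 and 2.89, so that D1 was lower than HC and D2 on scan day 2 and not on scan day 1, which held 3 D1 arrays. The alternative normexp fit gave 2.83, 2.92 and 2.85 on scan day 1 and 2.52, 2.76 and 2.89 on scan day 2. Whether the differences change with scan day was not tested.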

IF co-staining DKD Cohort 3 tissue samples with both FcER1 and inflammatory cell markers, specifically showed a co-expression with tryptase, a mast cells marker (**Figure 6**).

**Figure 6:**
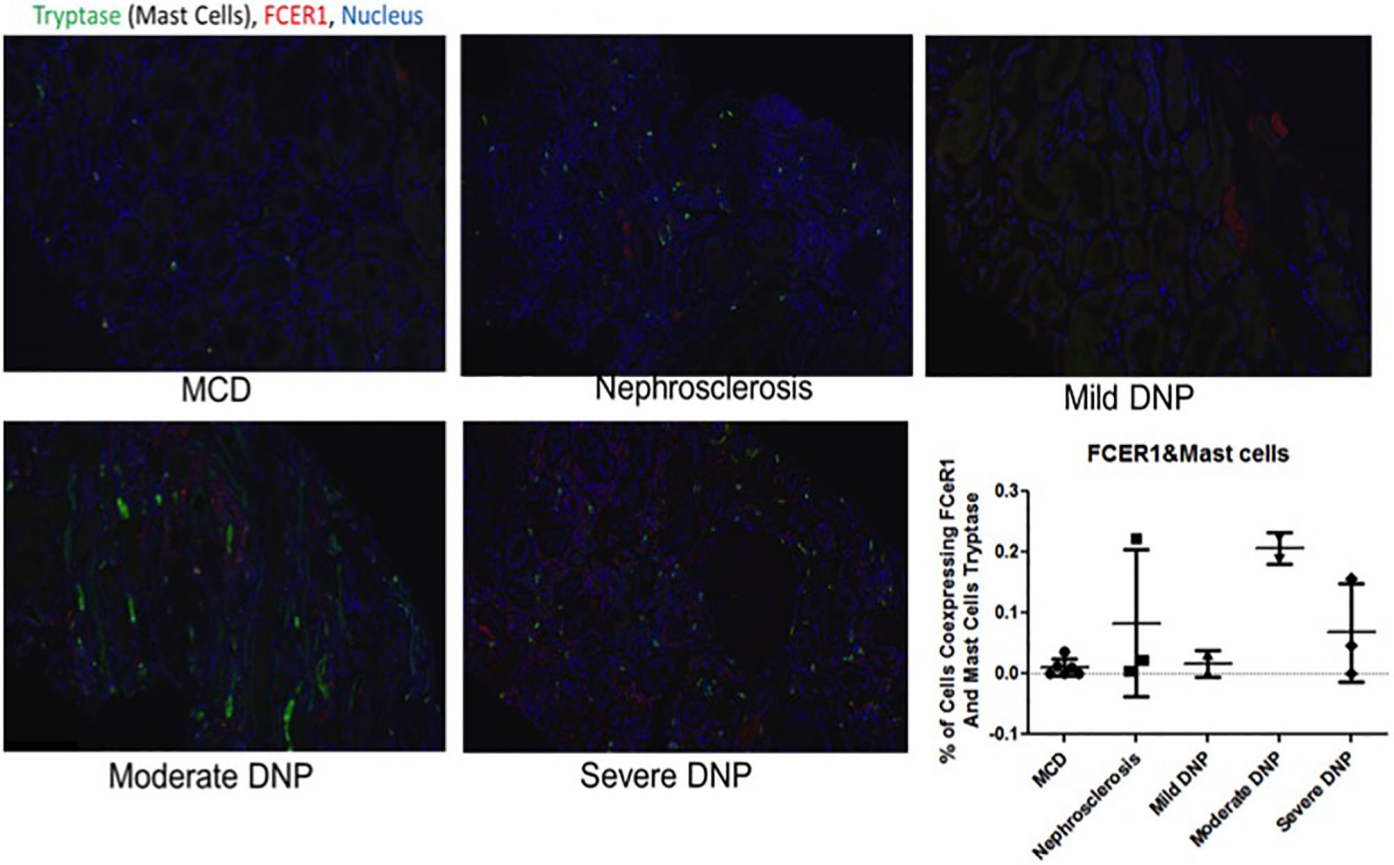
Representative immunofluorescence staining for coexpression of *FcER1* and inflammatory cell markers in human kidney tissue. Coexpression of *FcER1* and mast cell marker. MCD, Minimal changed disease; DN, diabetic nephropathy.

## Discussion

Current therapy for DKD is mostly focused on the use of angiotensin-converting enzyme inhibitors (ACEi) or angiotensin receptor blockers (ARBs) to reduce intra-glomerular pressure (44) along with multifactorial interventions such as improved control of blood pressure, blood glucose, and lipid, and smoking cessation as a means of slowing the atrophy of renal function in diabetes (45). Sodium-glucose-linked transporter 2 (SGLT2) inhibitors have been shown to further reduce renal events in patients with diabetes as an additive benefit over ACEi or ARB therapy. SGLT2 inhibitors suppress renal glucose reabsorption to reduce blood glucose and body weight, alter renal hemodynamics, reduce intraglomerular pressure, attenuate diabetes-associated hyperfiltration, tubular hypertrophy, and tubular toxicity of glucose to directly protect the kidney. Furthermore, SGLT2 inhibitors reduce the workload of the proximal tubules to improve tubulointerstitial hypoxia, and then allow fibroblasts to resume normal erythropoietin production, and thereby protecting the kidney (46).

While DKD is not considered a primarily “immune-mediated” form of kidney disease, extensive evidence supports the involvement of many immune system components in DKD progression and even initiation. Emerging knowledge about the dysregulation of the immune response and inflammation, suggests a key pathogenic link between aberrant innate and adaptive immunity, metabolism, and progressive kidney damage, and thus open the door to explore new immune-modulatory therapies in DKD. Inflammation is being increasingly understood to be a prominent pathological feature of diabetic nephropathy. Increased inflammation and inflammatory markers have been shown to predict worse renal outcomes (15). Recently, baricitinib and a CCR2 antagonist CCX140 have been shown to reduce proteinuria in DKD, likely because of a global effect on renal tissue inflammation (47, 48). CCR2 expressed by monocytes and macrophages are the main receptor for the pro-inflammatory chemokine CCL2. Urinary excretion of CCL2 correlates with the severity of DKD, again supporting the role of increased inflammation and renal injury in diabetes (49–52). Additionally, the importance of pharmacologic intervention to block inflammation in the diabetic kidney, can be seen in pre-clinical models, where either blockade of *CCR2*, or lack of CCR2 in a knockout model, can reduce renal macrophage and monocyte infiltration and may translate to a downstream reduction of interstitial fibrosis in the kidney (45, 53).

Recognizing that there is a critical immune-mediated component of renal injury in diabetes, we undertook an innovative study design (**Figure 1**) of unbiased transcriptional discovery and independent gene and protein validation of key dysregulated pro-inflammatory pathways in independent patients with diabetes with varying stages of DKD injury, examining different tissue sources, PBMC (**Figure 2**) and kidney tissue (**Figure 3**). This analysis reveals a skewed gene expression profile of an overlapping hub of genes, in both specific immune cells in the blood and similar infiltrating immune cells in the DKD kidneys, with significant enrichment in Fc epsilon receptor (*FcER1*), and T-cell receptor-mediated signaling pathways (**Figures 2E**, **3B**). From the list of candidate genes, *tumor necrosis factor (TNF)*, *toll-like receptor (TLR)*, and *chemokine receptor 1 (CCR1)* have been previously described in the literature as playing a role in DKD; supporting the biological relevance of the identified gene-set in this study (54–58). Microarray analysis of the PBMC dataset (Cohort 1), identified *FcER1, TRPC3, SNX20, FAM20A*, and *SLC12A7* as genes showing increased expression with the severity of diabetes (**Supplementary Table 1**). 

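SNX20 (probe A_24_P364825, chromosome 16 of hg19, 50705611 to 50705670) had mean log2 ratios of 3.31 ± 0.46 (SD, n = 11) in D1, 3.48 ± 0.26 (n = 7) in D2 and 3.41 ± 0.48 (n = 5) in D3, differences within the spread between arrays (one-sided exact p = 0.127). Its other probes gave exact p of 0.654 and 0.325, and the authors' table an exact p of 0.0370. FAM20A (probe A_32_P108254, chromosome 17, 66533368 to 66533427) had means of -0.71 ± 0.60 (n = 11), -0.30 ± 0.95 (n = 7) and -0.13 ± 0.66 (n = 5), with a one-sided exact p of 0.0849. A further FAM20A probe, well above background on 3 of the 23 arrays, gave an exact p of 0.00828.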

*FcER1* and *TRPC3*, both are expressed and associated with inflammatory signaling in mast cells. SNX20 plays a role in cellular vesicle trafficking, *FAM20A* is expressed in hematopoietic cells, and SLC12A7 is required for basolateral Cl (–) extrusion in the kidney and contribute to renal acidification. In Cohort 2, our eGWAS meta-analysis data evaluated up-regulated genes in microdissected glomeruli from DKD patients. Comparing both the PBMC and kidney tissue in independent DKD cohorts surprisingly identified a common set of 28 genes with significantly increased expression in both DKD PBMCs and glomerulous (**Table 2**), with high significance for *FcER1* in DKD disease (**Figure 4**). Further expression and co-localization of FcER1 in yet another independent set of human DKD kidney tissue samples, with varying stages of renal injury, confirmed increased FcER1 gene and protein levels in human DKD injury, where FcER1 expression co-localized in infiltrating mast cells (**Figures 5**, **6**). It is important for us to understand that glomerular genes in cohort 2 includes the entire glomerulus consists of glomeruli and glomerular-interstitial spaces. Tubulointerstitium is a continuation of the glomerular interstitium. So it is understandable that the inflammatory response is spilling into these continual mesenchymal spaces as the DKD pathology recruits more cells. Also, even in the case of early DKD though the major involvement is of the glomerulus, there is inflammatory cells recruitment from the tubular interstitium. All these could explain the expression of FcER1 protein in tubules as well (**Figures 5** and **6**). In future, we will address the tubular involvement in DKD and its association with *FcER1*.

*FcER1* is a high-affinity IgE receptor expressed on mast cells, basophils, eosinophils, and antigen-presenting cells (59). Mast cells are an innate immune cell type that has been previously shown to infiltrate the renal parenchyma in pre-clinical models of DKD and human diabetic kidney disease. We hypothesize that mast cells increasingly infiltrate the human diabetic kidney and support an inflammatory milieu, through increased expression of *FcER1*, which then may play a critical role in DKD progression. Increased intra-renal FcER1activation in infiltrating mast cells in a patient with diabetes may promote the release of many inflammatory mediators, including TGF-β, TNF-α, IL6, Tryptase, IL1, which can then subsequently drive the development of renal fibrosis. In diabetic nephropathy, mast cells participate in renal fibrosis by contributing to excessive accumulation of extracellular and mesangial matrix and also producing non-fibrillar short-chain type VIII collagen (60). Pre-clinical studies support this hypothesis, as mast cell inhibitors such as cromolyn or ketotifen (Zaditor) have been found to protect mice with diabetes from the development of renal injury (27). Some of this reno-protective effect may likely be mediated by reducing the expression of *FcER1*. In this study, we found coexpression of the mast cell marker tryptase and FcER1 in DKD with a trend towards higher tissue expression of both with DKD progression (**Figure 6**). This fact argues for the biological relevance of this axis in DKD damage rather than this only being a non-specific effect of the kidney being just exposed to a diabetic milieu. Also, we noted that the PBMC transcriptome of healthy and ESRD cluster closer together in **Figure 2**, which is consistent with the IF results in **Figure 6**, where the kidney FcER1 expression appears to be dampened in patients with severe diabetic nephropathy compared with moderate disease. 

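As a measure of immune response genes in PBMCs, the mean log2 ratio of the 68 Toll-like receptor genes and of the 73 TNF genes was taken on each array. The Toll-like receptor mean was 1.29 ± 0.11 (SD, n = 10) in HC, 1.34 ± 0.20 (n = 7) in ESRD and 1.34 ± 0.25 (n = 23) over D1 to D3. HC differed from D1 to D3 by -0.05 (two-sided permutation p = 0.556) and ESRD by less than 0.01 (two-sided exact permutation p = 0.984). The TNF mean was 0.77 ± 0.13 in HC, 0.80 ± 0.20 in ESRD and 1.00 ± 0.21 over D1 to D3. HC was below D1 to D3 by a difference of -0.24 (permutation p = 0.00305, 0.0122 after Benjamini-Hochberg adjustment over the 4 comparisons), with 9 of 10 HC arrays below the mean of D1 to D3. ESRD differed by -0.20 (exact permutation p = 0.0358, 0.0715 after adjustment), with 5 of 7 arrays below. The ESRD difference passed the adjusted threshold with the alternative normexp fit (-0.22, exact permutation p = 0.00894, 0.0119 after adjustment, 6 of 7 arrays), with plain background subtraction (0.0132 after adjustment), without background correction (0.0128), in the authors' table (0.0458) and without the 3 arrays of D1 to D3 farthest out on the principal components (0.00759). In the alternative normexp fit the Toll-like receptor list was also lower in HC, by a difference of -0.14 (permutation p = 0.00054). In the authors' table this list differed by -0.10 in HC (permutation p = 0.0375) and by 0.10 in ESRD (exact permutation p = 0.0257). On scan day 2 alone the TNF difference was -0.21 in HC (exact permutation p = 0.0339, 0.136 after adjustment) and -0.17 in ESRD (exact permutation p = 0.0849). HC also differed from the patients in age, BMI and medication (Table 1), which were not taken into account.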

We believe this is because both, healthy and ESRD, have lower levels of immune response genes compared to active DKD kidney injury.

In conclusion, we demonstrate how transcriptomic datasets may be combined and integrated to highlight the most robust markers. This study highlights the importance of both immune and non-immune mechanisms driving diabetic nephropathy. The innate immune response occurring in the diabetic kidney is an anticipated consequence of the chronic stresses and injury in the diabetic kidney. Ultimately, the ongoing diabetic renal inflammation results in substantial kidney damage with progressive fibrosis that eventually leads to end-stage renal disease. Therefore, therapeutic strategies targeting the innate immune system will be important for the treatment of diabetic nephropathy. This is the first study implicating a direct role of the IgE receptor FcER1 in DKD progression, thus uncovering a new druggable target for improving DKD or slowing DKD progression. Further validation studies are planned to evaluate the role of FcER1 blockade in preclinical models of diabetes to directly address the efficacy of targeting this molecule as a novel therapeutic for DKD.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE142153.

## Ethics Statement

Written informed consent was obtained from all the participants, and the study was approved by the institutional review boards of the University of Wisconsin and University of California, San Francisco

## Author Contributions

MN conducted experiments. SS, PB, and MN performed data analysis, data interpretation, manuscript writing. HS participated in the sample collection and study design. TS contributed in experiments, data analysis and manuscript writing. MS conceived the study, analysis and data interpretation, writing and revising the manuscript critically for intellectual content. All authors contributed to the article and approved the submitted version.

## Funding

This work was funded by two grants, NCATS/NIH (R21TR001761) and NIDDK/NIH (R01DK109720).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: FcER1: A Novel Molecule Implicated in the Progression of Human Diabetic Kidney Disease
**Source:** Front Immunol. 2021 Dec 1;12:769972. doi: 10.3389/fimmu.2021.769972
**Supplement:** Supplementary file 1

**SUPPLEMENTARY TABLE 1:**

| **GENE_SYMBOL** | **D1 (antilog)** | **D2 (antilog)** | **D3 (antilog)** | **p value** |
| --- | --- | --- | --- | --- |
| *FCER1G* | 0.385 | 0.734 | 1.220 | 0.00012 |
| *TRPC3* | 0.947 | 1.666 | 1.903 | 0.00055 |
| *SNX20* | 1.130 | 1.858 | 2.963 | 0.00071 |
| *FAM20A* | 0.729 | 1.388 | 2.516 | 0.00114 |
| *SLC12A7* | 0.435 | 0.642 | 1.772 | 0.00114 |
| *FLVCR1* | 0.761 | 1.724 | 1.764 | 0.00144 |
| *MTHFR* | 0.531 | 0.904 | 2.484 | 0.00144 |
| *TECTA* | 0.932 | 1.325 | 1.829 | 0.00180 |
| *AHNAK2* | 0.777 | 1.308 | 1.664 | 0.00180 |
| *C1orf125* | 0.983 | 1.287 | 1.582 | 0.00180 |
| *TMED5* | 0.955 | 1.123 | 1.167 | 0.00225 |
| *GUSB* | 0.898 | 1.105 | 1.264 | 0.00225 |
| *ELMO2* | 1.041 | 1.308 | 2.358 | 0.00225 |
| *ISCU* | 0.747 | 1.234 | 1.502 | 0.00280 |
| *ZIC1* | 0.858 | 1.000 | 1.713 | 0.00280 |
| *NOM1* | 1.051 | 1.239 | 1.971 | 0.00280 |
| *RAB35* | 1.079 | 2.070 | 2.722 | 0.00280 |
| *ARHGEF10* | 0.483 | 0.783 | 1.011 | 0.00280 |
| *OTOF* | 0.809 | 0.952 | 1.343 | 0.00280 |
| *TMEM87A* | 1.296 | 1.870 | 2.059 | 0.00280 |
| *ITGAX* | 0.880 | 0.994 | 3.510 | 0.00280 |
| *LCP2* | 0.700 | 0.989 | 1.103 | 0.00346 |
| *C10orf82* | 0.883 | 1.192 | 1.893 | 0.00346 |
| *MTMR14* | 0.712 | 0.927 | 1.422 | 0.00346 |
| *RBPJ* | 0.771 | 1.380 | 1.760 | 0.00426 |
| *JAG2* | 1.278 | 2.212 | 3.863 | 0.00426 |
| *PDGFRB* | 1.212 | 1.768 | 8.561 | 0.00426 |
| *IPMK* | 0.686 | 1.763 | 1.396 | 0.00426 |
| *CPEB4* | 1.253 | 2.967 | 2.529 | 0.00426 |
| *PPP6C* | 1.077 | 2.073 | 2.125 | 0.00523 |

**Supplementary Table 1**. Top 30 significant genes based on JT test for increasing expression with diabetes severity. Anti-logged median expression and p value from JT test shown. Diabetes with normoalbuminuria, D1; diabetes with microalbuminuria, D2; diabetes with macroalbuminuria, D3.

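The medians of Supplementary Table 1 were set against the median log2 ratio of each stage minus the HC median. For the 30 genes and 3 stages, 90 values, the base of the paper's antilog could not be settled from the values. The SD of the log2 differences here over that of the logarithm of the paper's medians, which is 1 on a matching scale, was 1.24 with base 10, 0.538 with base e and 0.373 with base 2. In the authors' table it was 1.77, 0.768 and 0.533, closest to 1 with base e. An antilog of a log2 value on base 10 or e is not a fold change of expression. For FCER1G the antilogs on base 10 were 0.310 in D1, 0.771 in D2 and 1.29 in D3, on base e 0.601, 0.893 and 1.12 and on base 2 0.703, 0.925 and 1.08, where the paper's reported medians are 0.385, 0.734 and 1.220.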

How the deposited data were processed for this re-analysis (not part of the article)

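Gene expression was measured in peripheral blood mononuclear cells (PBMCs) from healthy controls (HC, 10 samples), patients with diabetes and normoalbuminuria (D1, 11), microalbuminuria (D2, 7) or macroalbuminuria (D3, 5), and patients with diabetes and end stage renal disease (ESRD, 7). Each sample was labeled with Cy5 and hybridized together with a common Cy3-labeled reference RNA, pooled from cell lines, on an Agilent Whole Human Genome 4x44K array, with no dye swap. The group of each sample was taken from its sample description, and the number of samples per group equals the paper's. The glomerular data of cohort 2, the tissue of cohort 3 and the qRT-PCR were not analysed here.

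Per the file headers, the authors scanned the arrays and extracted spot intensities with Agilent Feature Extraction 10.5.1.1, which gives the mean intensity and local background of each spot without normalization. The same deposited files hold log10 ratios of Cy5 over Cy3 after the scanner software's own background subtraction and dye normalization, and these were used only to check the scale and direction of the other values. The authors' deposited table holds log2 ratios that, according to the paper's methods, were normalized with limma within arrays by loess and between arrays by Aquantile, with 1 probe per gene name. The paper's text does not name its background correction or its rule for choosing a probe. Of the 30811 gene names in that table, 26632 (86.4%) are on the probe used here, and 27 names in the form of a calendar date were mapped through their probes.

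The main values were computed from the intensities with limma 3.58.1 in R 4.3.3. The spot means and local background medians were corrected by normexp with an offset of 50, normalized by loess within arrays and by Aquantile between arrays, and expressed as log2 of PBMC sample over reference. Control spots were removed after normexp and spots with an outlier flag were left out. The 43376 remaining spots of an array carry 41000 probes and 30811 gene names, of which 7720 are probe identifiers. Spots of a probe were averaged, and a gene with several probes was read from the probe with the highest mean intensity. On 7 arrays a few spots with a background outlier flag set the normexp background mean far below that of the other arrays, which draws their log2 ratios toward 0. The main setting was kept as fixed, and a fit without such spots is given beside it.

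The depth of the arrays was similar between groups. The median share of spots well above background in the Cy5 channel was between 63.1% and 65.8% in the 5 groups. Missing or flagged spots per array numbered 112 to 377 in HC, 100 to 578 in D1, 96 to 267 in D2, 128 to 326 in D3 and 85 to 323 in ESRD. No pair of arrays held the same values, and the highest correlation between 2 arrays was 0.975. The precision of a value is given as the SD between arrays, which depends on the normexp fit as well: the SD of FCER1G in D3 was 0.41, and 0.13 in the fit without background outlier spots.

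Trends over D1, D2 and D3 were tested by the Jonckheere-Terpstra (JT) test with its exact null distribution, one-sided for each direction at 0.05 as in the paper, on genes with at least 3 values per group, and two-sided with Benjamini-Hochberg adjustment. Differences among the 5 groups were tested with limma's F test. Single values between groups were compared by two-sided exact permutation tests, or by 100000 resamples for HC against all arrays of D1 to D3. Each array's distance from HC was the mean of 1 minus its Pearson correlation with the HC arrays. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used. Tested on simulated data with 200 genes changed by 1 log2 unit per stage, the JT test gave a one-sided p under 0.05 for 98.5% of the changed genes and an adjusted p under 0.05 for 94.0%, over 30337 genes, and 4.77% of unchanged genes had a one-sided p under 0.05. On simulated data over 30112 genes, limma's F test recovered 97.5% of the changed genes after adjustment. The simulated genes were drawn independently, and their change was larger than differences found here, such as 0.35 from D1 to D3 for FCER1G. These shares therefore check the code and do not tell how many changes of the size found here would be detected.

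The genes named are those of Supplementary Table 1 and Table 2 in the paper, FCER1A and MS4A2 (the alpha and beta chains of the receptor), and the 3 genes with the smallest JT p in each direction among genes well above background on all 23 arrays of D1 to D3. A total of 13 gene lists were written from general knowledge. The Toll-like receptor, TNF, insulin and type 2 diabetes lists stand in for the pathways the paper names, and were tested with limma's camera and fry and set against 10000 random lists matched on mean intensity. Lists for monocytes, neutrophils, T cells, B cells, NK cells, basophils and mast cells, platelets and erythroid cells, and a list of immediate early and stress genes, served to test explanations.

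The groups, tests, gene rule, gene lists and most alternatives were fixed before the data were examined. These alternatives were plain background subtraction and no background correction, loess without Aquantile, the authors' table, a filter on dim probes (well above background on at least 50% of the arrays tested), the mean of all probes, the normal approximation of the JT test, leaving out the 3 arrays of D1 to D3 farthest out on the principal components or with the most missing or flagged spots, stratification by scan day or slide, limma's linear trend with and without scan day or slide, the replicate number as a block, and leaving out each array in turn. The normexp fit without background outlier spots, the authors' table with its values of exactly 0 taken as missing, the comparison of immune lists on scan day 2 alone and limma's camera with scan day were added later. When the first 2 of these were added, no test by stage had been run but the FCER1G values of the authors' table had been seen. No column of values per sample was left unused.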

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

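The tests of the normexp background estimate in this part were chosen only after the results were seen. The arrays here stood apart from the other arrays of their group by more than Dixon's critical value for the gap to the nearest array over the range of the group, which chance exceeds in about 1 in 20 groups. The arrays of D1 were not tested in this way, although the highest distance from HC among them was 0.255.

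The distance from HC (mean of 1 minus the Pearson correlation with the HC arrays) was 0.207 for D3 replicate 1, while the other 4 D3 arrays lay between 0.0573 and 0.0765, a gap of 0.872 of the range against a critical value of 0.710. For ESRD replicate 6 the distance was 0.167, while the other 6 ESRD arrays lay between 0.0490 and 0.0666, a gap of 0.850 of the range against a critical value of 0.568. The mean log2 ratio of the Toll-like receptor list was 0.910 on ESRD replicate 6, while the other ESRD arrays lay between 1.28 and 1.52, a gap of 0.598 of the range.

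A candidate explanation is the normexp background estimate. The estimated background mean of the Cy5 channel was -1331 on D3 replicate 1 and -1128 on ESRD replicate 6, against a median of -5.18 over all arrays, because of a few spots with a background outlier flag. With normexp fitted without such spots, the distance from HC was 0.0681 for D3 replicate 1, among the other D3 arrays at 0.0539 to 0.0774, and 0.0506 for ESRD replicate 6, among the other ESRD arrays at 0.0477 to 0.0650. The Toll-like receptor mean of ESRD replicate 6 was 1.60 with this fit, above the others at 1.29 to 1.55 but with a gap of 0.157 of the range, under the critical value. The 3 deviations are in line with the background estimate as their cause. No biological explanation of single arrays was tested, since the samples of a group differ in nothing that was used here.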

How the results depend on the processing

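The normexp fit without background outlier spots, the authors' table with its zeros taken as missing, the immune lists on scan day 2 alone and limma's camera with scan day were chosen only after the data or the results were seen. Leaving out Aquantile changes no log2 ratio, so it gave identical values by construction and shows nothing about stability. Where an alternative changed a result, the cause was not tested unless one is named.

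The number of genes with an adjusted trend was 0 under all 17 alternatives and with each of the 23 arrays left out, and the number of genes with an adjusted difference among the 5 groups was 0 under all 13. The decreases of SYDE1 and TRPT1 (SYDE1 trend D1 to D3, TRPT1 trend D1 to D3) kept a p under 0.05 under all 17 alternatives and with each array left out, with values up to 0.0483 when stratified by slide (exact test). The TNF list was lower in HC than in D1 to D3, with an unadjusted permutation p under 0.05, under all 10 alternatives, by differences from -0.30 to -0.21. In ESRD the unadjusted exact permutation p was under 0.05 with 9 of 10 alternatives, by differences from -0.25 to -0.16, and not on scan day 2 alone. The adjusted p of the ESRD difference ranged from 0.00759 to 0.170 over the alternatives, and it was under 0.05 with 5 of 10 (plain background subtraction, no background correction, the authors' table, the normexp fit without background outlier spots and without the 3 arrays farthest out on the principal components). For FCER1G, D3 minus D2, D2 minus HC and ESRD minus HC stayed within the spread between arrays under all 8 alternatives. The normal approximation of the JT test changed no direction and no call among its 22 results. The FCER1G trend kept a p under 0.05 under 13 of 17 alternatives. The adjusted p over the alternatives ranged from 0.00720 to 0.174 for FCER1G in D1 against HC, from 0.0245 to 0.174 for D3 against D1 and from 0.0245 to 0.299 for D2 against D1. In limma's camera it ranged from 0.000930 to 0.963 for the Toll-like receptor list, from 0.000330 to 0.415 for TNF, from 0.000330 to 0.269 for insulin and from 0.276 to 0.963 for type 2 diabetes.

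Plain background subtraction gave 767 increasing and 1443 decreasing genes, against 410 and 596. The direction reversed for FCER1A (exact p for an increase 0.567) and MS4A2 (exact p for a decrease 0.715), neither of which had a trend. FCER1G differed from HC by -0.29 in D1, no longer past the adjusted threshold, and by 0.092 in D3, a reversed sign. The distance of ESRD from HC was lower by a difference of -0.0187, now past the threshold (exact permutation p = 0.0447). The Toll-like receptor list passed in limma's camera (adjusted p = 0.00640) and was lower in HC (-0.14), with a reversed sign in ESRD (-0.042). Without any background correction there were 1245 decreasing genes, and FCER1G was at -0.29 in D1 against HC and 0.10 in D3. The Toll-like receptor list had an adjusted p of 0.00105 in limma's camera and differed by -0.13 in HC and -0.033 in ESRD. The distance of ESRD from HC was lower by a difference of -0.0154, which did not pass the threshold (exact permutation p = 0.0799).

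The normexp fit without background outlier spots gave 621 increasing and 1208 decreasing genes. MS4A2 reversed (exact p for a decrease 0.545), and FCER1G differed from HC by -0.28 in D1, no longer past the threshold, and by 0.10 in D3. The Toll-like receptor list had an adjusted p of 0.00311 in limma's camera, a difference of -0.14 in HC, past the threshold, and of -0.021 in ESRD.

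The authors' table gave 912 increasing and 1431 decreasing genes and 5516 genes differing among the 5 groups. TLR1 (exact p for an increase 0.567), FCER1A (exact p 0.885) and MS4A2 (exact p for a decrease 0.620) reversed. FCER1G in D1 differed from HC by -0.32, no longer past the threshold. In limma's camera the adjusted p was 0.415 for TNF and 0.213 for insulin. The Toll-like receptor list differed by -0.10 in HC and by 0.10 in ESRD, both past the unadjusted threshold. With the zeros of the table as missing there were 880 increasing and 1387 decreasing genes, TLR1 at 0.567 and FCER1A at 0.885 (exact p) stayed reversed, FCER1G was at -0.32 in D1, limma's camera gave 0.332 for TNF and 0.117 for insulin, and the Toll-like receptor list was 0.10 higher in ESRD.

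The filter on dim probes left 19390 genes, with 185 increasing and 245 decreasing, fewer genes being tested, and a Toll-like receptor difference of -0.000265 in ESRD. The mean of all probes gave 3 genes of Table 2 under 0.05. The exclusions take arrays from D1 to D3 alone and keep the HC and ESRD arrays with a low background mean, so their comparisons with HC and ESRD follow in part from this construction and show little about stability. Without the 3 arrays farthest out on the principal components there were 1302 increasing and 1063 decreasing genes and 9 genes of Table 2. FCER1G was then 0.47 higher in D3 than in D1, past the adjusted threshold, and 0.11 above HC. The distance of ESRD from HC reversed to 0.00162 (exact permutation p = 0.905), the adjusted p in limma's camera was 0.0605 for both TNF and insulin, type 2 diabetes reversed at 0.963, and the Toll-like receptor list differed by -0.13 in HC and -0.080 in ESRD. Without the 3 arrays with the most missing or flagged spots, 8 genes of Table 2 were under 0.05. FCER1G was 0.36 higher in D2 and 0.51 higher in D3 than in D1, both past the threshold, and 0.062 above HC in D3. The Toll-like receptor list had an adjusted p of 0.000930 in limma's camera and a difference of -0.011 in ESRD.

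Stratified by scan day, which leaves 75 of the 167 pairs of arrays of different stages, the exact test gave 10 genes of Supplementary Table 1, 0 of Table 2 and a p of 0.0633 for FCER1G, with MS4A2 reversed at 0.757. Stratified by slide, which leaves 14 pairs, it gave 4 and 2 genes and 0.244 for FCER1G, with FAM20A and TLR1 at 0.756, CCR1 at 0.769 and MS4A2 at 0.879 reversed. Fewer pairs of arrays are then compared. Limma's linear trend reversed FCER1A (0.571). With scan day in it FCER1G had a p of 0.0516, and there were 395 decreasing genes, 10 genes of Supplementary Table 1 and 0 of Table 2. ITGAX (0.542), TLR1 (0.525), FCER1A (0.507) and MS4A2 (0.678; MS4A2 trend D1 to D3) reversed. With slide as a random block there were 221 increasing and 350 decreasing genes and the FCER1A trend D1 to D3 reversed at 0.524. In limma's camera with scan day the adjusted p was 0.367 for TNF and 0.269 for insulin. On scan day 2 alone the Toll-like receptor difference was -0.00196 in ESRD, a reversed sign, and the TNF difference of -0.17 in ESRD was no longer past the threshold.

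The replicate numbers of the labels do not pair the samples. Over 17 pairs of arrays with the same number the correlation of their deviations from the stage means had a median of -0.083, a lowest value of -0.666 and a highest value of 0.925, against a median of 0.083 for different numbers. With the number as a replicate block, which leaves 17 pairs in the exact JT test, 6 genes of Supplementary Table 1 and 1 of Table 2 were under 0.05, FCER1G had 0.0918, and 0.669 was found for both the FCER1A trend D1 to D3 and the MS4A2 trend D1 to D3, reversed. In limma's F test the replicate block gave 3135 genes under 0.05 and 0 after adjustment.

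With single arrays left out, the increasing genes numbered 300 to 1209 and the decreasing genes 431 to 1121, highest without D1 replicate 1, and 0 to 0 passed the adjustment. Genes under 0.05 numbered 13 to 21 for Supplementary Table 1, highest without D3 replicate 1, and 3 to 11 for Table 2, highest without D1 replicate 9. The exact p of FCER1G ranged from 0.000960 (without D3 replicate 1) to 0.0267. The F test gave 2933 to 4056 genes and, after adjustment, 0 to 58, highest without D1 replicate 2. FCER1A ranged from 0.251 to 0.596 (exact p for an increase), reversed in 8 of 23.

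Signal over background limits the dim probes. AHNAK2 and MS4A2 were well above background on 2 and 1 of the 23 arrays of D1 to D3, so their trends could not be resolved, while FCER1G was well above background on all of them. The listed genes CPE, C10orf82 and C1orf125 were so on 1 array each, IPMK on 2, TECTA on 3 and ZIC1 on 0. ZIC1 (exact p = 0.0421) is nevertheless among the 16 genes of Supplementary Table 1 under 0.05. With the filter on dim probes, 23 genes of that list were tested and 14 were under 0.05.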

Differences from the paper's values

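The normexp fit without background outlier spots and the authors' table with its zeros taken as missing were chosen only after the data were seen, and the other settings named here were set before the data were examined. All p values are one-sided and exact unless limma is named, and the paper's values are those of its text, Table 2 and Supplementary Table 1. Medians are antilogs of the log2 difference from HC. The base of the paper's medians could not be settled from the values, so each is given on base 10, with those on base e and base 2 in parentheses, and the alternatives are judged on base 10 unless stated.

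The paper left out 2 D1 arrays and 1 D2 array (Figure 1). No alternative left out that combination, so none of the comparisons in this part was made on such a set of arrays. The paper reports 853 increasing genes, and 410 were found here. The number was within 1.5 times the paper's under plain background subtraction (767), without background correction (580), in the authors' table (912) and without D1 replicate 1 (1209), D1 replicate 6 (620), D1 replicate 7 (903), D1 replicate 9 (1141), D3 replicate 1 (569) or D3 replicate 4 (892). It was also within that range with the normexp fit without background outlier spots (621) and with the zeros as missing (880), both chosen after seeing the values. It was not under the other alternatives. The paper reports 1355 decreasing genes, against 596 here. The number was within 1.5 times the paper's under plain background subtraction (1443), without background correction (1245), in the authors' table (1431), without the 3 arrays farthest out on the principal components (1063) and without D1 replicate 1 (1121), D1 replicate 7 (945) or D1 replicate 9 (922). It was also so with the normexp fit without background outlier spots (1208) and with the zeros as missing (1387), chosen after seeing the values, and not under the other alternatives.

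For FCER1G the paper gives a p of 0.00012, against 0.00980 here. None of the alternatives run came within 1.5 times the paper's p, with values from 0.000960 to 0.244. They do not include a set of arrays with the exclusions given in Figure 1. On base 10 the FCER1G median in D1 did not differ by this measure from the paper's 0.385 (0.310 here), but on base e (0.601) and base 2 (0.703) it did, under every alternative run. For ITGAX in D3 the paper's median is 3.51, against 1.63 (1.24 and 1.16) here. The difference was within the spread between arrays in the authors' table (1.57) and, chosen after seeing the values, with its zeros as missing, and under no other alternative. On base e and base 2 the values differed under every alternative run. The paper's p for ITGAX is 0.0028, against 0.153 here and 0.0257 to 0.542 over the alternatives, none of which reached it. It was under 0.05 without the 3 arrays with the most missing or flagged spots (0.0257) and without D3 replicate 1 (0.0472).

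For SLC12A7 in D3 the paper's median is 1.772, against 0.816 (0.915 and 0.940) here. The 2 values no longer differed by this measure under plain background subtraction (1.16), without background correction (1.23), in the authors' table (1.29) and without the 3 arrays farthest out on the principal components or with the most missing or flagged spots (1.09 for both). The same held, chosen after seeing the values, for the normexp fit without background outlier spots (1.22) and the zeros as missing (1.29). It did not hold without Aquantile or with the mean of all probes. On base e it held in the authors' table (1.12) and with its zeros as missing, chosen after seeing the values, and on base 2 under no alternative. In D1, where the paper's median is 0.435, the value differed on base 2 (0.740) but not on base 10 or e. It no longer differed on base 2 under plain background subtraction, in the authors' table, with the mean of all probes, without the 3 arrays farthest out on the principal components and, chosen after seeing the values, with the normexp fit without background outlier spots and the zeros as missing, and did under the other alternatives. The paper's p is 0.00114, against 0.0981 here and 0.0237 to 0.219 over the alternatives, none of which reached it. It was under 0.05 in the authors' table (0.0370, and the same with the zeros as missing, chosen after seeing the values), stratified by scan day (0.0336) or slide (0.0237), in limma's linear trend with scan day (0.0300) and on 1 of its other probes (0.0370).

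For SNX20 the paper's medians are 1.858 in D2 and 2.963 in D3, against 1.16 (1.07 and 1.05) and 1.32 (1.13 and 1.09) here. The D2 values no longer differed by this measure in the authors' table (2.32), with the mean of all probes (1.86) and, chosen after seeing the values, with the zeros as missing (2.32), and did under the other alternatives. The same held on base e, and on base 2 only in the authors' table and with its zeros as missing. The D3 values differed under all alternatives run and on all 3 bases. The paper's p for SNX20 is 0.00071, against 0.127 here and 0.0358 to 0.414 over the alternatives, none of which reached it. It was under 0.05 in the authors' table (0.0370, and the same with the zeros as missing, chosen after seeing the values), without the 3 arrays with the most missing or flagged spots (0.0362) and without D3 replicate 1 (0.0358). The paper's p for FAM20A is 0.00114, against 0.0849 here and 0.0425 to 0.756 over the alternatives, none of which reached it. It was under 0.05 in the authors' table (0.0477, and the same with the zeros as missing, chosen after seeing the values), without the 3 arrays farthest out on the principal components (0.0455) or with the most missing or flagged spots (0.0425), without D1 replicate 7 or D1 replicate 9 (0.0498 each), without D3 replicate 3 (0.0472) and on its other probe (0.00828).

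The paper's p is 0.0228 for TNF, against 0.153 here (0.0692 to 0.409 over the alternatives), 0.0113 for TLR1, against 0.248 (0.0539 to 0.756), and 0.0315 for CCR1, against 0.141 (0.0704 to 0.769). No alternative gave a p under 0.05 for these 3 genes.

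The paper names FcER1 as its leading gene in PBMCs. Here 24 of 30811 genes had a smaller p than FCER1G, 6 of them on the list of Supplementary Table 1. In the authors' table 3 genes of that list had a smaller p, and with the normexp fit without background outlier spots, chosen after seeing the values, 11 did. The paper lists 30 genes in Supplementary Table 1 and 28 in Table 2 as increasing with stage, of which 16 and 5 had a p under 0.05 here. The paper places the Toll-like receptor pathway first. By the adjusted p in limma's camera, the order here was insulin (0.00499), TNF (0.0105), Toll-like receptor (0.416) and type 2 diabetes (0.571). The Toll-like receptor list had the smallest unadjusted p of the 4 lists in limma's camera under plain background subtraction (0.00160) and without background correction (0.000469). The paper places HC and ESRD close together. The distance of ESRD from HC was lower than that of D1 to D3 by a difference of -0.0179 (two-sided exact permutation p = 0.467), and it passed the threshold under plain background subtraction alone (exact permutation p = 0.0447). The paper holds that immune response genes are at lower levels in both HC and ESRD. The Toll-like receptor list was not lower in either past the threshold (two-sided permutation p = 0.556 and exact permutation p = 0.984). In HC it was lower past the threshold under plain background subtraction, without background correction, in the authors' table, without the 3 arrays farthest out on the principal components and, chosen after seeing the values, with the normexp fit without background outlier spots. In ESRD it was lower past the threshold under no alternative.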

Other observations

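The tests of basophils and NK cells, of the normexp background estimate, of the zeros in the authors' table, of the immediate early and stress genes and of the regroupings under the normexp fit without background outlier spots were chosen only after the results were seen.

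The arrays were regrouped at random into groups of the same sizes, 100 splits with the real one among them. Of 30337 genes, 403 increased and 588 decreased from D1 to D3 with a one-sided p under 0.05 in the real grouping. As many increasing genes were found in 98 of the 100 splits (median of the random ones 1039, from 275 to 3265) and as many decreasing genes in 89 (median 1051). The 0 genes with an adjusted trend were matched by all 100. Under the normexp fit without background outlier spots, 97 splits had as many as the 610 increasing genes and 59 as many as the 1200 decreasing genes. Chance cannot be excluded for these numbers. In the test stratified by scan day, 96 of 100 regroupings within scan days had as many as the 1027 genes in both directions (median of the random ones 2299). An effect of scan day on these numbers cannot be told apart from stage, because the number is already no larger than in random groups. Among the 5 groups, limma's F test gave 3398 of 30112 genes with an unadjusted p under 0.05 and 0 after adjustment, and 11 of 100 splits had as many (median of the random ones 1270), so chance cannot be excluded. That normexp fit gave 4959 genes, and the real grouping was the 1 split of 100 with as many (highest of the random ones 4536). Chance is therefore an unlikely cause there but is not excluded, since 100 splits cannot show a share below 1 in 100. After adjustment 0 genes passed with that fit as well. The regrouping does not separate the groups from the scan days they were unevenly spread over.

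The rise of FCER1G from D1 to D3 was weighed against scan day, slide and the mix of blood cells. Scan day and slide cannot be told apart from stage. Within scan days, where 75 of 167 pairs of arrays are left, the one-sided exact p was 0.0633 (0.0383 with normexp fitted without background outlier spots). Within slides, where 14 pairs are left, it was 0.244. Within D1, FCER1G differed between scan days by 0.50 (two-sided exact permutation p = 0.00606), and by 0.31 (exact permutation p = 0.188) with the same alternative. A change in the share of monocytes as the whole cause is argued against by FCER1G minus the mean of the monocyte list, which still rose (one-sided exact p = 0.00583, 0.00333 with the same alternative and 0.00146 in the authors' table). The share of basophils stays open, since FCER1G minus the basophil and mast cell list had an exact p of 0.0246, 0.000744 with the alternative and 0.0539 in the authors' table. The share of NK cells stays open as well. FCER1G minus the NK cell list had an exact p of 0.0607, 0.285 with the alternative and 0.0761 in the authors' table. Relative to the other lists the exact p was 0.0283 for B cells, 0.0115 for T cells, 0.00273 for neutrophils, 0.0246 for platelets, 0.5 for erythroid cells and 0.139 for immediate early and stress genes. Erythroid cells and immediate early and stress genes therefore stay open too. For these lists the exact p was 0.612 and 0.167 with the alternative, and 0.734 and 0.0943 in the authors' table. The stage of disease itself also stays open, as untested.

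None of the cell lists rose from D1 to D3 with a one-sided exact p under 0.05. The D3 minus D1 differences of the list means were -0.43 for B cells (exact p for an increase 0.770), 0.070 for NK cells (0.410), 0.011 for T cells (0.695), 0.043 for basophils and mast cells (0.248), 0.13 for erythroid cells (0.127), -0.062 for monocytes (0.545), -0.021 for neutrophils (0.819) and -0.27 for platelets (0.675), and 0.16 for immediate early and stress genes (0.230). In that alternative normexp fit the difference was 0.29 for NK cells (exact p = 0.0607), -0.081 for basophils and mast cells (0.752) and 0.064 for monocytes (0.285). Of 4 basophil and mast cell genes, FCER1A, the alpha chain of the receptor, had means of 4.10 in D1, 3.96 in D2 and 4.04 in D3, a difference of -0.055 (exact p for an increase 0.455), and was well above background on 23 of 23 arrays. HDC differed by 0.16 (exact p = 0.266) and was well above background on 23 of 23 arrays, CPA3 by -0.064 on 17 of 23 and MS4A2 by -0.065 on 1 of 23, too dim to be read.

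The 7 arrays with a normexp background mean below -100 were the 7 farthest from the median of all arrays on the first principal component (hypergeometric p = 5.36e-08). Of these, 5 had scores from 79.5 to 115, HC replicate 3 had 29.6 and D3 replicate 5 had 19.8, while the other arrays lay between -33.4 and 16.3. With normexp fitted without background outlier spots this component held 21.1% of the variance, against 39.8%. The background estimate is a candidate explanation for how far out these arrays lay. Since they come from all 5 groups, stage gives no explanation of this pattern, and no other biological one was tested.

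In the authors' table, 20 of 40 columns hold between 3624 and 5442 values of exactly 0, which are 87037 in all and touch 7253 genes. For 100% of them the log ratio of the scanner software is also 0, and 0 of them are on spots well above background in either channel. Of the 95311 scanner log ratios of 0 in these columns, 91.3% are 0 in the table. The other 20 columns hold no such value, although the scanner log ratios of their arrays hold 102544 zeros. The columns with zeros are 6 of HC, 6 of D1, 2 of D2, 3 of D3 and 3 of ESRD, and 5 of them were scanned on day 1, against 11 of those without. The zeros may therefore have been taken over from the scanner software in 20 of the arrays, a difference in processing that does not follow the groups. No biological explanation was tested.

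The TNF list, lower in HC and ESRD than in D1 to D3, was divided by the list of immediate early and stress genes, which respond to the handling of cells and to their activation, with p adjusted over 8 comparisons. The 23 measured genes of that list differed by -0.66 in HC (two-sided permutation p = 0.0192, 0.0396 adjusted, 8 of 10 arrays below the mean of D1 to D3) and by -0.75 in ESRD (exact permutation p = 0.0301, 0.0396 adjusted, 5 of 7 arrays). On scan day 2 alone the exact permutation p was 0.0970 and 0.0609. With normexp fitted without background outlier spots these were 0.0154 and 0.0318 (0.0409 and 0.0416 adjusted). In the authors' table they were 0.0282 and 0.0566 (0.0753 and 0.113 adjusted). The 7 TNF genes on that list differed by -0.56 in HC (permutation p = 0.0351) and by -0.69 in ESRD (exact permutation p = 0.0396). The 66 TNF genes outside it differed by -0.21 in HC (permutation p = 0.00165, 0.0104 adjusted, 10 of 10 arrays). The p was 0.00028 with normexp fitted without background outlier spots, 0.00012 in the authors' table and 0.0125 (exact) on scan day 2. This argues against the immediate early and stress genes as the whole cause in HC. In ESRD the 66 TNF genes differed by -0.16 (exact permutation p = 0.0372, 0.0396 adjusted, 6 of 7 arrays), with 0.0133, 0.0923 and 0.0902 in the same 3 settings. On scan day 2 the exact permutation p was 0.0438 with that normexp fit and 0.242 in the authors' table. The immediate early and stress genes therefore stay open as the cause in ESRD. A difference in how the samples were handled or in how active the cells were, scan day in part and the disease itself stay open for both groups. In the paper's Table 1, HC were younger than D1 to D3, had a lower mean BMI and received no insulin or ACEi/ARB therapy. Age, BMI and medication were not tested and stay open for HC as well.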
